# CX3CR1–Fractalkine Dysregulation Affects Retinal GFAP Expression, Inflammatory Gene Induction, and LPS Response in a Mouse Model of Hypoxic Retinopathy

**DOI:** 10.3390/ijms26031131

**Published:** 2025-01-28

**Authors:** Colin Rorex, Sandra M. Cardona, Kaira A. Church, Derek Rodriguez, Difernando Vanegas, Reina A. Saldivar, Amira El-Sheikh, Yufeng Wang, Stefka Gyoneva, Anne C. Cotleur, Astrid E. Cardona

**Keywords:** diabetic retinopathy, astrocytes, microglia, Müller glia, hypoxia, inflammation, fibrinogen

## Abstract

Diabetic retinopathy (DR) causes vision loss due to sustained inflammation and vascular damage. The vascular damage is evident by fibrinogen leakage, angiogenesis, and hypoxia. Neuronal regulation of microglia via the CX3CL1 (Fractalkine or FKN)-CX3CR1 pathway plays a significant role in retinal pathology. Defects in FKN or CX3CR1 exacerbate inflammation, vascular damage, and vision impairment. However, the contribution of hypoxic astrocytes to the pathological process of DR is unclear. A hypoxic model (7 days of systemic 7.5% O_2_) was utilized to induce retinal damage in adult mice in the absence of systemic inflammatory signals. This model induced vascular and microglial responses similar to 10 weeks of STZ-induced hyperglycemia. The goal of this study is to characterize retinal damage in WT and mice with defects in the FKN-CX3CR1 signaling axis and hence assess the impact of the microglial inflammatory responses to hypoxic retinopathy. Tissues were analyzed by immunostaining, RNA sequencing, and cytokine quantification. We found that CX3CR1 deficiency in hypoxic animals induced reactive astrogliosis and that Müller glial responses to hypoxia and systemic inflammation were dependent on FKN signaling. Exacerbated microglial reactivity to hypoxic conditions significantly altered the expression of HIF transcripts. Microglial dysregulation was found to reduce the anti-inflammatory response to hypoxic conditions, downregulate hypoxia-responsive gene expression, and restrained LPS-induced inflammatory responses. We found that microglia dysregulation alters the hypoxic response by inhibiting the upregulation of HIF2α/3α, increasing CD31 immunoreactivity, and altering the expression of ECM-associated transcripts such as type I, III, and XVIII collagens to hypoxic conditions.

## 1. Introduction

Fractalkine (FKN), a chemokine expressed on neuronal membranes, plays a crucial role in the communication between neurons, microglia, and astrocytes, particularly in the context of diabetic retinopathy (DR). FKN signals through its unique receptor CX3CR1, which is predominantly expressed on microglia, the resident immune cells of the central nervous system (CNS) [1]. In the retina, microglia are integral to the neurovascular unit, interacting closely with neurons and essential to immunosurveillance [1]. During early diabetes, microglial activation is characterized by recruitment to vascular lesions, leading to capillary constriction, reducing blood flow, maintaining vascular integrity, and aiding in wound healing [2,3]. This microglial activation is modulated by FKN/CX3CR1 signaling, which transduces inhibitory signals to ameliorate microglial activation and proinflammatory cytokine release [4]. Dysregulation of this signaling pathway exacerbates inflammatory responses, as seen in CX3CR1-deficient mice, which exhibit increased microglial numbers, elevated IL-1β levels, and enhanced neuronal damage in the diabetic retina [5]. Astrocytes, another critical component of the neurovascular unit, also respond to diabetic conditions by producing inflammatory cytokines like IL-1β, further potentiating microglial activation and contributing to vascular leakage and neuronal damage [5,6]. Additionally, FKN has been shown to deactivate microglia by inhibiting the NF-κB pathway and activating the Nrf2 pathway, thereby reducing the production of reactive oxygen species (ROS) and inflammation-related cytokines, hence protecting the retina from diabetic insults [7].

Astrocytes, along with Müller cells, are integral to maintaining retinal homeostasis by providing physical support to neurons and interacting with all retinal vascular layers to maintain the blood–retinal barrier (BRB) and regulate local blood flow under physiological conditions [8,9]. In DR, astrocytes exhibit reactive gliosis in response to hyperglycemia-induced stress, which can lead to both neuroprotective and cytotoxic effects [8]. Specifically, under hypoxic conditions, which are common in DR, astrocytes and Müller cells significantly upregulate the production of vascular endothelial growth factor (VEGF). This upregulation is crucial due to VEGF’s role as a potent mitogen for endothelial cells and plays a critical role in pathological angiogenesis and increased vascular permeability, contributing to the progression of DR [10]. Furthermore, astrocytes contribute to the accumulation of metabolic by-products in the capillary walls, exacerbating microvascular damage and occlusion, which are hallmarks of DR [11]. Neurotoxic astrocyte responses are driven by a combination of disease-induced tissue stress and inflammatory mediators produced by reactive microglia [12], while neuroprotective responses are driven by ischemic neuronal prokineticin 2 signaling [13,14]. However, hypoxic astrocyte responses do not appear essential for normal retinal development [15]. Systemic hypoxia plays a significant role in the pathogenesis of various retinal diseases, particularly through mechanisms involving vascular changes [16] and inflammation [17]. The crosstalk between astrocytes and microglia to the mechanism of DR pathology is not well understood as both chronic inflammation and ischemia are present in the diabetic retina.

To investigate the contributions of astrocytes to DR pathology, we utilized a model of hypoxia-induced retinopathy where pathology is initiated by oxygen insufficiency. We combined hypoxic retinopathy with mouse models of defective FKN-CX3CR1 signaling, which alter the inflammatory responses in CNS tissues, creating a tissue environment with exacerbated inflammatory responses [18]. Here, we hypothesize that dysregulation of FKN-CX3CR1 signaling will attenuate the anti-inflammatory hypoxic astrocyte response with increased astrocyte and Müller glia reactivity, inhibition of angiogenesis regulation, and increased expression of inflammatory mediators.

Our findings, as published in similar studies [19,20], reveal that a 7-day hypoxia model in WT mice induces microglial reactivity and vascular damage, suggesting that dysregulated microglia not only impact the apoptotic response to hypoxia but also alter early angiogenic tissue responses. Additionally, retinal inflammation induced via microglial dysregulation was found to downregulate hypoxia-responsive gene expression and prevent the inhibition of LPS-induced inflammatory responses. These results suggest a complex interaction between inflammation, hypoxia, and vascular damage during retinopathy and limiting inflammatory responses in CNS diseases with hypoxic components may enhance neuroprotection and promote anti-inflammatory astrocyte activity. Collectively, these findings underscore the importance of FKN-mediated microglia and astrocyte communication in mitigating the progression of DR and highlighting potential therapeutic avenues for preserving retinal health.

## 2. Results

### 2.1. Microglia Reactivity, Reduced GFAP Expression, and Vascular Damage Are Observed in Both Models of Hypoxia- and STZ-Induced Retinopathy

We hypothesized that a model of hypoxia-induced retinopathy could produce a phenotype of retinal damage similar to our models of STZ-induced DR at a 10-week time point. To evaluate the impact of hypoxia on glial cell reactivity and vascular pathology, retinal samples from WT mice exposed to 7 days of hypoxic conditions (HPX) were compared against 10-week STZ-induced diabetic (STZ) and normoxic control (NMX) tissues. Immunostaining of retinal leaflets revealed microglia (IBA-1, green), retinal ganglion cells (NeuN, red), and endothelial cells (CD31, white) (Figure 1A). Significant changes in microglia morphology were detected in the HPX (62.29 ± 29.18, *p* < 0.0001) and STZ (57.05 ± 21.25, *p* < 0.0001) retinas in comparison to the NMX controls (86.48 ± 32.46) (Figure 1B). These findings imply that both hypoxia- and STZ-induced hyperglycemia elicited similar levels of microglia activation. Examination of neurodegeneration unveiled that the RGC densities remain consistent when comparing the NMX (376,852 ± 86,395 cells/mm^3^) with STZ (322,974 ± 132,961 cells/mm^3^, *p* = 0.9024) and HPX retinas (338,411 ± 54,994 cells/mm^3^, *p* = 0.2340) (Figure 1C). These results suggest that neither a 10-week duration of STZ-induced diabetes nor 7-day period of hypoxia proved adequate to induce neurodegeneration at these time points. Subsequently, we tested for evidence of vascular abnormalities based on alterations in the CD31 immunoreactive area and fibrinogen accumulation in retinal tissues. In contrast to NXM (5.025 ± 1.283%), the STZ (7.738 ± 2.377%, *p* = 0.0040) and HPX tissues exhibited a significantly higher CD31 immunoreactive area (6.592 ± 1.477%, *p* = 0.0098) (Figure 1D). We also evaluated the response of astrocytes (GFAP, white), Müller glia (vimentin, red), and fibrinogen (green) to hypoxia (Figure 1E). There was an indication of vascular leakage with fibrinogen accumulation significantly elevated in the HPX (1.447 ± 1.078% vs. control 0.4397 ± 0.4116%, *p* = 0.0054) and STZ (2.813 ± 2.174%, vs. control *p* = 0.012) tissues (Figure 1F). These findings indicate that hypoxia can induce vascular leakage and increase CD31 expression similar to STZ-induced DR. Next, we examined the macroglia response. In comparison to the NMX tissues (7.364 ± 0.6771%), neither the HPX (6.708 ± 0.9216%) nor STZ tissues (7.738 ± 2.377%) showed a statistically significant change in GFAP immunoreactivity (Figure 1G). When evaluating the changes in the vimentin immunoreactive area (Figure 1H), there was no significant change between the NMX (3.765 ± 2.259%), HPX (5.074 ± 1.829%), and STZ tissues (3.156 ± 2.253%). These results suggest that there is neither an astrocyte nor Müller glia response to hypoxic or STZ treatment alone. Overall, these findings suggest that hypoxia triggers a similar phenotype of reactive microglia and vascular leakage as STZ-induced diabetes.

### 2.2. Hypoxia Induces Reactive Microgliosis, but Astrocyte and Müller Glial Responses to Hypoxia and Systemic Inflammation Are Dependent on Specific Defects in FKN-CX3CR1 Signaling

In our previous work, we reported that disrupting the FKN-CX3CR1 signaling axis increases microglia activation and inflammation and worsens retinal pathology in a diabetic mouse model. Hence, we aimed to examine how genetic models with defective FKN-CX3CR1 signaling would impact astrocyte responses under hypoxia-induced retinopathy. Groups of WT, FKN^KO^, CX3CR1^KO^, CX3CR1^V250I^, and CX3CR1^T281M^ mice were subjected to hypoxic conditions alone or in conjunction with LPS-induced systemic endotoxemia (HPX + LPS). Initially, we assessed if models of microglia dysregulation influenced microglia reactivity (IBA-1, green) and RGC density (NeuN, red) (Figure 2A). We observed a notable decrease in the transformation index in WT retinas in response to hypoxic conditions, which was not worsened by the two-hit model we employed (NMX 86.48 ± 32.46 vs. HPX 62.29 ± 29.18 *p* < 0.0001, NMX vs. HPX + LPS 53.49 ± 24.60, *p* < 0.0001). Both CX3CR1^KO^ (NMX 70.51 ± 25.44 vs. HPX 58.69 ± 26.39 *p* = 0.0651, NMX vs. HPX + LPS 64.01 ± 34.65, *p* < 0.0001, and HPX vs. HPX+ LPS, *p* = 0.0468) and FKN^KO^ retinas (NMX 39.23 ± 18.88 vs. HPX 18.58 ± 9.221 *p* < 0.0001, NMX vs. HPX + LPS 11.70 ± 7.533, *p* < 0.0001, and HPX vs. HPX + LPS *p* < 0.0001) showed an exacerbation in microglia reactivity with the addition of LPS. However, both CX3CR1^T281M^ (NMX 71.493 ± 34.70 vs. HPX 56.60 ± 33.32 *p* = 0.0061, NMX vs. HPX+LPS 61.31 ± 30.25, *p* = 0.0659), and HPX vs. HPX + LPS *p* = 0.5474) and CX3CR1^V250I^ tissues demonstrated that hypoxia alone led to a significant increase in microglia reactivity (TI values in NMX 66.88 ± 31.61 vs. HPX 47.36 ± 24.44, *p* = 0.0011, NMX vs. HPX + LPS 55.32 ± 31.92, *p* = 0.0084, HPX vs. HPX + LPS *p* = 0.3044) (Figure 2B). These findings indicate that disruptions in the CX3CR1-FKN signaling axis may affect the microglia response to hypoxia. Despite evidence of hypoxia-induced microglia reactivity, there was no evidence of neurodegeneration in the WT, CX3CR1^KO^, FKN^KO^, CX3CR1^T281M,^ or CX3CR1^V250I^ retinas (Figure 2C). These results show that while hypoxia in the two-hit model induces reactive microglia, no neurodegeneration was observed in any of the models of microglia dysregulation.

We next sought to test for evidence of vascular pathology by staining for endothelial marker CD31 (white) and clotting factor fibrinogen (red) (Figure 3A). We found evidence of increased CD31 immunoreactivity in the WT tissues in response to hypoxic conditions but not exacerbated by the addition of LPS-induced systemic inflammation (NMX 5.025 ± 1.283% vs. HPX 6.591 ± 1.477% *p* = 0.0296, NMX vs. HPX + LPS 7.398 ± 1.582% *p* = 0.0008, NMX vs. HPX + LPS *p* = 0.4254). There was no change in CD31 immunoreactivity in response to hypoxic conditions or LPS in either the CX3CR1^KO^ (NMX 5.553 ± 0.339%, HPX 6.203 ± 0.928%, HPX + LPS 5.860 ± 1.508%), FKN^KO^ retinas (NMX 5.823 ± 0.715%, HPX 7.035 ± 0.922%, HPX + LPS 6.372 ± 0.673%), CX3CR1^T281M^ retinas (NMX 5.993 ± 2.13%, HPX 5.375 ± 1.690%, HPX + LPS 5.775 ± 1.254%), or CX3CR1^V250I^ retinas (NMX 6.440 ± 0752%, HPX 7.381 ± 0.928%, HPX + LPS 7.116 ± 1.168%) (Figure 3B). Evidence of fibrinogen accumulation in response to hypoxic conditions was observed in the WT (NMX 0.439 ± 0.411% vs. HPX 1.447 ± 1.078% *p* = 0.0131, NMX vs. NMX + LPS 1.738 ± 0.823% = 0.0013) and in FKN^KO^ retinas (NMX 0.261 ± 0.155% vs. HPX 0.792 ± 0.288% *p* = 0.0018, NMX vs. HPX + LPS 1.030 ± 0.419% *p* < 0.0001), but the addition of LPS in neither group showed exacerbated fibrinogen accumulation. The CX3CR1^KO^ retinas showed an increase in fibrinogen in response to LPS administration but not hypoxia alone (NMX 0.509 ± 0.270% vs. HPX 1.265 ± 0.687% *p* = 0.0656, NMX vs. HYP + LPS 1.966 ± 1.002% *p* = 0.0003, HPX vs. HPX + LPS *p* = 0.0931). Interestingly, neither the CX3CR1^T281M^ tissues (NMX 0.4527 ± 0.5687%, HPX 0.706 ± 0.368%, HPX + LPS 0.3852 ± 0.160%) nor CX3CR1^V250I^ (NMX 0.592 ± 0.338%, HPX 0.561 ± 0.492%, HPX + LPS 0.762 ± 0.378%) tissues showed a change in fibrinogen accumulation to any experimental conditions (Figure 3C). These data suggest that neuronal regulation of microglia influences the fibrinogen response to the combinatorial effects of hypoxia and systemic inflammation.

With evidence of reactive microgliosis and fibrinogen accumulation, in response to hypoxic conditions in the CX3CR1^KO^ and FKN^KO^ retinas, we hypothesized that there would be a corresponding phenotype of macroglia reactivity. To quantify macroglia responses, tissues were stained for astrocytes (GFAP, white) and Müller glia (vimentin, red) (Figure 4A). In the WT mice, we did not observe a change in GFAP immunoreactivity in response to hypoxic conditions (NMX 7.364 ± 0.677% vs. HPX 6.708 ± 0.916% *p* = 0.1109); however, GFAP immunoreactivity decreased in our two-hit model (NMX vs. HPX + LPS 6.4356 ± 0.6419% *p* = 0.0165). The opposite effect was observed in the CX3CR1^KO^ tissues with a significant increase in the GFAP immunoreactive area to our two-hit model (NMX 7.364 ± 2.096% vs. HPX + LPS 10.349 ± 2.123% *p* = 0.0035), but not hypoxia alone (NMX vs. HPX 7.929 ± 1.918% *p* = 0.0082). There was no significant change in GFAP expression observed in the FKN^KO^ (NMX 8.542 ± 1.127%, HPX 7.909 ± 1.032%, HPX + LPS 8.004 ± 1.423%), CX3CR1^T281M^ (NMX 8.242 ± 1.880%, HPX 9.061 ± 2.974%, HPX + LPS 7.488 ± 0.7083%), or CX3CR1^V250I^ (NMX 7.867 ± 1.881%, HPX 6.551 ± 0.999%, HPX + LPS 6.635 ± 0.543%) tissues (Figure 4B). When testing the Müller glia response to hypoxic conditions, there were no statistically significant changes in vimentin immunoreactivity in the WT (NMX 3.764 ± 2.259%, HPX 5.074 ± 1.828%, HPX + LPS 5.106 ± 1.324%) or in the CX3CR1V2501 (NMX 3.382 ± 1.074%, HPX 4.072 ± 0.723%, HPX + LPS 3.403 ± 0.542%) retinas (Figure 4B). However, there was evidence of increased vimentin immunoreactivity in CX3CR1^KO^ in response to hypoxia and exacerbated in our two-hit model (NMX 24.352 ± 1.659% vs. HPX 6.121 ± 1.007% *p* = 0.0153, NMX vs. HPX + LPS 8.021 ± 1.2000% *p* < 0.0001, HPX vs. HPX + LPS *p* = 0.0090). The FKN^KO^ retinas showed an increase in the vimentin immunoreactive area in response to LPS (NMX 3.581 ± 1.474% vs. HPX 3.689 ± 1.010%, NMX vs. HPX + LPS 5.333 ± 1.551% *p* = 0.0210, HPX vs. HPX + LPS *p* = 0.0324) but not hypoxia. In the receptor-defective CX3CR1^T281M^ tissues, we observed the opposite effect with a decrease in the vimentin immunoreactive area in response to LPS but not to hypoxia alone (NMX 5.368 ± 0.5585% vs. HPX 5.223, NMX vs. HPX + LPS 4.229 ± 0.9039% *p* = 0.0097, HPX vs. HPX + LPS 0.0254). However, the CX3CR1^V250I^ retinas showed no change in vimentin immunoreactivity (NMX 3.382 ± 1.074%, HPX 4.072 ± 0.7230, HPX + LPS 3.404 ± 05428% (Figure 4C). Together, these data suggest that hypoxia induces microglial reactivity and vascular pathology in all our models of microglial regulation. However, in models of microglia dysregulation, there was an increase in the Müller glia and astrocyte response. Interestingly, while we observed an increase in the endothelial cell marker CD31 in the WT mice, it was not observed in any other mouse models.

### 2.3. CX3CR1 Regulation Affects the Apoptosis, Adaptive Immune, and Extracellular Matrix Organization Responses to Hypoxia-Induced Retinopathy

Our data suggest that the macroglial responses to hypoxia-induced retinopathy are significantly affected by dysregulation of the FKN-CX3CR1 signaling axis. 

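Bulk RNA sequencing was done on retinas of normoxic (NMX) and hypoxic (HPX) WT and CX3CR1 KO mice, the latter lacking the fractalkine receptor. HPX mice were kept at 7.5% oxygen for 7 days. The series holds 18 libraries. For 16 of them the title and the treatment label give the same condition, and these were compared here as 3 WT NMX, 6 WT HPX, 2 CX3CR1 KO NMX and 5 CX3CR1 KO HPX libraries. The other 2 libraries are CX3CR1 KO libraries whose title and treatment label contradict each other, 1 titled normoxic and labelled hypoxic and 1 the reverse, and they were placed each way only as an alternative. The paper describes 3 control and 6 hypoxic retinas per genotype. Of the 84 ways to take 3 of the 9 CX3CR1 KO libraries, 1 gives the 6 means and SDs of normoxic CX3CR1 KO collagen that the paper prints, and it joins CX3CR1 KO NMX replicates 1 and 2 with the library labelled CX3CR1 KO HPX replicate 6. This grouping, called the paper's grouping here, places both libraries with contradicting labels among the hypoxic ones. It was added as an alternative after the values were seen, and which labels are right was not tested. The libraries also form 2 sets by their sample sheet numbers, 1 to 11 in set 1 and 59 to 65 in set 2, and no label says whether these were sequenced apart. All 5 NMX libraries are in set 1, with WT HPX replicates 1 to 3 and CX3CR1 KO HPX replicates 1 and 2, and the HPX libraries numbered 4 to 6 of both genotypes are in set 2.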

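The authors aligned and counted the reads with CLC Genomics Workbench and deposited whole-number read counts for 25655 genes in each library, with TPM values beside them. Reads on exons and introns add up to the total gene reads, while the TPM values rest on exon reads alone. Total gene reads per library ran from 32656727 to 39194041 in WT NMX (median 36575493) and from 21400352 to 34846395 in WT HPX (median 30223338). The CX3CR1 KO NMX libraries had 29596704 and 35550264 total gene reads, and the CX3CR1 KO HPX libraries had 27455606 to 38354858 (median 31777387). Introns held 11.0% to 15.8% of the reads in set 1 and 18.1% to 21.7% in set 2. Total gene reads were compared here with edgeR's quasi-likelihood test after TMM normalization, in 1 model with a mean for each of the 4 groups, over the 16360 genes kept by edgeR's filter on low counts. Genes were called changed at a Benjamini-Hochberg adjusted p under 0.05, which is also the paper's cutoff, and log2 fold changes are given with their standard error (SE). The paper names DESeq2 for this step, without a design formula in its text. The difference between the genotypes in their response to hypoxia was tested as an interaction in the same model. On simulated data of the same size, the test called 65 of 100 genes with a true log2 fold change of 1 in WT and 59 of 100 in CX3CR1 KO, and 96 and 94 of 100 at a true log2 fold change of 2. For a difference between genotypes of 1 and 2 on the log2 scale, it called 40% and 87% of 200 genes. The changed genes were drawn from the better expressed ones, and no shift between the sets was simulated. These shares therefore do not carry over to genes with few reads or to libraries that differ by set.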

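The targeted gene Cx3cr1 (ENSMUSG00000052336) had 3.80, 3.81 and 3.75 TPM in the WT NMX libraries and 1.58 to 4.54 TPM in the WT HPX libraries. It had 0.02 and 0.0751 TPM in the CX3CR1 KO NMX libraries and 0.0441 to 0.104 TPM in CX3CR1 KO HPX replicates 1, 2, 4 and 6, with 0.871 TPM in replicate 5. In the 2 libraries with contradicting labels it had 0.197 and 0.0304 TPM. All of the CX3CR1 KO libraries were therefore below all of the WT libraries. Exons hold only 43.5% of the reads counted on Cx3cr1, and other genes overlap it in the annotation. On total gene reads its log2 fold change in CX3CR1 KO against WT was −1.46 (SE 0.337, adjusted p = 1) in NMX and −1.233 (SE 0.22, adjusted p = 0.533) in HPX. On exon reads (1 and 3 in CX3CR1 KO NMX, 173 to 198 in WT NMX) it was at least 54.8-fold lower in NMX, and its log2 fold change in HPX was −3.63. Even so, the fit on exon reads called 0 genes between the genotypes in NMX and 0 in HPX, so it missed Cx3cr1 as well. Over 18 alternatives the adjusted p in NMX ran from 0.000174 to 1, and the gene was called in 6 of them.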

To understand the mechanisms driving this phenotype, we conducted bulk RNA sequencing on the control and hypoxic WT and CX3CR1^KO^ retinas. These groups were selected because of the observed decrease in GFAP immunoreactivity in the WT retinas but increased GFAP astrogliosis in the CX3CR1^KO^ retinas in our model of hypoxia-induced retinopathy. We were also interested in characterizing the effects of hypoxia without additional inflammatory signals generated by endotoxemia. Here, we found a greater number of genes differentially expressed in the WT retinas in response to hypoxia (975 genes upregulated and 1516 genes downregulated vs. CTR (Figure 5A) compared to the CX3CR1^KO^ retinas (105 genes upregulated and 114 genes downregulated vs. CTR (Figure 5B). This may indicate that CX3CR1 deletion has a stronger overall effect on the retinal transcriptome than short-duration hypoxia.

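In the WT retinas 245 genes were higher and 194 lower in HPX than in NMX, and 3011 of the 16360 genes had an unadjusted p under 0.05, where 818 are expected by chance. In the CX3CR1 KO retinas 2 genes were higher in HPX, Zan (ENSMUSG00000079173) and Slc31a2 (ENSMUSG00000066152), and 0 were lower, and 1746 genes had an unadjusted p under 0.05. Among the alternatives set beforehand, the counts moved most within set 1. There, 2344 genes were higher and 2566 lower in the WT retinas, and 1037 were higher and 1573 lower in the CX3CR1 KO retinas. With replicate numbers as paired blocks, the counts were 1813 higher and 2115 lower in WT and 746 higher and 1081 lower in CX3CR1 KO. DESeq2 in place of edgeR gave 777 higher and 488 lower in WT and 188 higher and 106 lower in CX3CR1 KO. In the paper's grouping, DESeq2 fitted to each genotype alone gave 1492 higher and 959 lower in WT and 105 higher and 96 lower in CX3CR1 KO. Genes higher in HPX made up 55.8% of the WT calls, against 47.7% within set 1, 46.2% with paired blocks and 43.3% with set as a covariate. Single libraries moved the counts as well. Without WT NMX replicate 1, 2 or 3, 14, 25 and 24 genes were called in WT, and without WT HPX replicate 1, 2, 5 or 6 the WT count fell to between 193 and 249. Without CX3CR1 KO HPX replicate 6, 1165 genes were called in WT and 22 in CX3CR1 KO, and without WT HPX replicate 4, 6 were called in CX3CR1 KO. A library enters no group mean of the other genotype. It can act there only through the dispersion, gene filter and normalization that the 4 groups share. Separate fits gave 735 higher and 417 lower in WT, and 0 calls in CX3CR1 KO.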

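Of the 439 genes called in the WT retinas, 425 (96.8%) changed in the same direction in the CX3CR1 KO retinas, 314 of them with an unadjusted p under 0.05 there. Their median absolute log2 fold change was 0.64 in WT, and their median log2 fold change along the WT direction was 0.42 in CX3CR1 KO. Choosing the genes in 1 genotype favours a larger value there. For the 439 genes with the smallest p in CX3CR1 KO the medians were 0.53 in CX3CR1 KO and 0.43 along that direction in WT, with a smaller value in WT for 320 of them, so the first pair of medians does not show a weaker response in CX3CR1 KO. The difference between the genotypes in the response to hypoxia was past the threshold for 0 genes, with 259 genes at an unadjusted p under 0.05 (818 expected by chance) and a smallest adjusted p of 0.862. It was also past it for 0 genes within set 1, with set as a covariate and with the replicate number as a block, where 1494, 846 and 1564 genes had an unadjusted p under 0.05. Between CX3CR1 KO and WT retinas, 1 gene was called in NMX and 0 in HPX, with 258 and 846 genes at an unadjusted p under 0.05. Within set 1 these were 1376 and 3293 genes, and 10 and 13 were called, and with set as a covariate they were 683 and 2517, and 4 and 1 were called. Across the alternatives, CX3CR1 KO against WT gave at most 28 called genes in NMX, under DESeq2 with the paper's grouping, and at most 41 in HPX, under DESeq2 with the conflicting libraries placed by their treatment label.

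**Figure D1:**
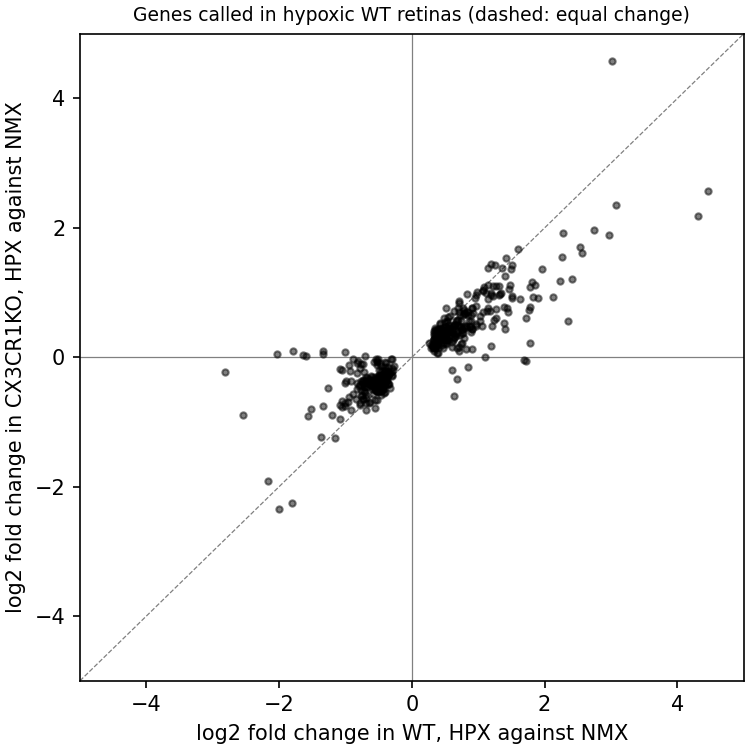
Log2 fold change of hypoxia against normoxia in CX3CR1 KO retinas (vertical axis) against that in WT retinas (horizontal axis) for the 439 genes called in WT, 1 point per gene. The dashed line marks equal change, and 380 of the genes have a smaller log2 fold change in CX3CR1 KO than in WT, where they were chosen.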

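Cdan1 (ENSMUSG00000027284) had the smallest adjusted p in WT. It rose from 24.5 ± 1.6 TPM (SD, n = 3) in NMX to 54.0 ± 4.81 TPM (SD, n = 6) in HPX, a log2 fold change of 1.03 (SE 0.0903, adjusted p = 0.000151). All 6 HPX libraries were above all 3 NMX libraries, as was also the case for Zan and Slc31a2. In WT the log2 fold change was 1.14 (SE 0.14, adjusted p = 0.00367) for Zan and 0.72 (SE 0.0862, adjusted p = 0.00367) for Slc31a2. In CX3CR1 KO it was 1.39 (SE 0.171, adjusted p = 0.00648) for Zan and 0.84 (SE 0.103, adjusted p = 0.00648) for Slc31a2, with all 5 HPX libraries above both NMX libraries. In the paper's grouping the CX3CR1 KO log2 fold changes of Zan and Slc31a2 were 0.55 and 0.32, and neither gene was called. Among the genes that fell in WT, St6galnac4 (ENSMUSG00000079442), Cacng4 (ENSMUSG00000020723) and Frmpd4 (ENSMUSG00000049176) had the smallest adjusted p with groups that did not overlap, at 0.00367 each. Their log2 fold changes were −0.71 (SE 0.0922), −0.79 (SE 0.107) and −0.83 (SE 0.113). The gene called between the genotypes in NMX was Alpk2 (ENSMUSG00000032845), with 1.60 ± 0.136 TPM (SD, n = 3) in WT and 4.04 ± 0.303 TPM (SD, n = 2) in CX3CR1 KO. Its log2 fold change was 1.41 (SE 0.193, adjusted p = 0.047), it was called in 12 of 18 alternatives, and the largest adjusted p among them was 0.169. Leaving out 1 library lost the call in 10 of the 14 fits with at least 2 libraries in each group, namely without any 1 of the WT NMX (0.403, 0.315 and 0.195) or WT HPX libraries or without CX3CR1 KO HPX replicate 4, with adjusted p from 0.062 up.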

We found evidence of an immunomodulatory response in the WT mice with CCL17 upregulation (WT log_2_ fold change (log_2_FC) = 3.56, FDR *p* = 0.0148) along with cytokine receptor IL2rβ (log_2_FC = 2.13, FDR *p* = 0.0161) and a decrease in IL-1 superfamily member IL36γ expression (IL36γ, log_2_FC = −2.94, FDR *p* = 0.0404) (Figure 5C–E and Supplementary Table S1). 

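Ccl17 (ENSMUSG00000031780) had 0, 1 and 3 reads in the WT NMX libraries, which is at the floor of 3 reads, and 1 to 33 reads in the WT HPX libraries. With NMX set at this floor its mean was 5.36-fold higher in HPX, a bound that leaves out the spread between libraries. Its level was 0.1195 ± 0.104 TPM (SD, n = 3) in NMX and 2.52 ± 1.94 TPM (SD, n = 6) in HPX, and 5 of the 6 HPX libraries were above all NMX libraries in CPM. The fitted log2 fold change was 3.44 (SE 1.25, adjusted p = 0.155). The choice of model moved this call. Over 20 alternatives the adjusted p ran from 0.0141 to 0.227, and the gene was called in 5, all of them DESeq2 fits. Il2rb (ENSMUSG00000068227) rose from 0.0637 ± 0.0397 TPM (SD, n = 3) to 0.432 ± 0.256 TPM (SD, n = 6), with 6 of 6 HPX libraries above all NMX libraries in CPM. That is a log2 fold change of 2.10 (SE 0.651, adjusted p = 0.0968), and within set 1 it was 1.73. Over 21 alternatives its adjusted p ran from 0.0158 to 0.164, with a call in 6, set 1 and 5 DESeq2 fits among them. Without WT HPX replicate 3 it was called as well (adjusted p = 0.0454). The gene for IL36γ, listed in the files as Il1f9 (ENSMUSG00000044103), fell from 2.22 ± 1.48 TPM (SD, n = 3) to 0.221 ± 0.234 TPM (SD, n = 6), with 6 of 6 HPX libraries below all NMX libraries. The WT HPX libraries of set 2 had 0, 0 and 1 reads of it, against 6 to 15 reads in those of set 1. For Il1f9 the log2 fold change was −2.92 (SE 1.21, adjusted p = 0.216) over both sets and −1.97 within set 1. Its adjusted p ran from 0.0162 to 0.34 over 21 alternatives, and the 6 that called it included set 1, set as a covariate (−1.88) and paired blocks (−1.94).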

We did not observe a similar response in the CX3CR1^KO^ tissues (log_2_FC = 2.15, FDR *p* = 0.5310, IL2rβ log_2_FC = 1.28, FDR *p* = N/A, IL36γ log_2_FC = −0.12, FDR *p* = 0.9946). 

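Among CX3CR1 KO retinas Ccl17 had 0.702 ± 0.248 TPM (SD, n = 2) in NMX and 2.62 ± 3.14 TPM (SD, n = 5) in HPX, and 3 of the 5 HPX libraries were above both NMX libraries in CPM. Its log2 fold change was 1.53 (SE 1.25, adjusted p = 0.725), and 0 of 18 alternatives called it. Il2rb had 2 and 3 reads in the CX3CR1 KO NMX libraries and 2 to 13 in the HPX libraries. With NMX set at the floor of 3 reads its mean was 2.08-fold higher in HPX. This rests on few reads in groups that overlap. The fitted log2 fold change of Il2rb was 1.26 (SE 0.849, adjusted p = 0.644), and it fell to −0.05 within set 1, −0.07 with paired blocks and −0.23 with the conflicting libraries placed by treatment label. Il1f9 had 3.10 ± 1.13 TPM (SD, n = 2) in NMX and 0.8293 ± 1.14 TPM (SD, n = 5) in HPX. This difference lay between the sets. CX3CR1 KO HPX replicates 1 and 2 of set 1 had 49 and 42 reads and the 3 CX3CR1 KO HPX libraries of set 2 had 0, 0 and 1, against 44 and 64 reads in the NMX libraries. The log2 fold change of Il1f9 was −1.628 (SE 1.31, adjusted p = 0.719) over both sets, −0.33 within set 1 and −0.11 in the paper's grouping. For the difference between the genotypes in the response to hypoxia, the log2 value was −1.92 for Ccl17 and 1.29 for Il1f9 (adjusted p = 1 for both), and 0 alternatives called either difference. With a score for pigment epithelium, ciliary body and fibroblast transcripts as a covariate, the difference for Il1f9 was −2.33.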

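Of the 2 genes in mice that encode an IL-11 receptor alpha chain, Supplementary Table S1 lists Il11ra2 (ENSMUSG00000078735). In the WT retinas it had 0.316 ± 0.147 TPM (SD, n = 3) in NMX and 1.04 ± 0.495 TPM (SD, n = 6) in HPX, with 6 of 6 HPX libraries above all NMX libraries. The log2 fold change was 1.36 (SE 0.611, adjusted p = 0.25). Within set 1 it was 0.83, and over 20 alternatives the adjusted p ran from 0.0336 to 0.433, with a call in 3, all of them DESeq2 fitted to each genotype alone. For CX3CR1 KO retinas Il11ra2 had 0 and 3 reads in the NMX libraries and 6 to 37 in the HPX libraries. With NMX set at the floor of 3 reads its mean was 6.78-fold higher in HPX. The fitted log2 fold change was 3.69 (SE 0.952, adjusted p = 0.166), with 5 of 5 HPX libraries above both NMX libraries. Over 19 alternatives the adjusted p in CX3CR1 KO ran from 0.00463 to 1, and the gene was called in 6, among them set 1 (3.11) and the paper's grouping with DESeq2 (2.96 when fitted to each genotype alone). With the conflicting libraries placed by treatment label it was 0.58.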

In both the WT and CX3CR1^KO^ tissues, the receptor for hypoxia-inducible IL-11 [21] was upregulated in response to hypoxia (WT log_2_FC = 1.39, FDR *p* = 0.0340, CX3CR1^KO^ log_2_FC = 2.96, FDR *p* = 0.0436). Next, we looked at how microglia dysregulation affects the expression of the hypoxia-inducible factor (HIF) family of transcription factors. 

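Epas1 (ENSMUSG00000024140), the gene for HIF-2α, had 81.7 ± 7.4 TPM (SD, n = 3) in WT NMX and 123 ± 19.1 TPM (SD, n = 6) in WT HPX. All 6 HPX libraries were above all NMX libraries. The log2 fold change of Epas1 was 0.46 (SE 0.106, adjusted p = 0.0348), and 0.44 within set 1. It was called in 20 of 22 alternatives, with adjusted p from 0.000152 to 0.108, the exceptions being the paper's grouping under edgeR and placement of the conflicting libraries by treatment label. Hif3a (ENSMUSG00000004328) rose from 1.80 ± 0.0652 TPM (SD, n = 3) to 8.54 ± 4.86 TPM (SD, n = 6), again with 6 of 6 HPX libraries above all NMX libraries. Its log2 fold change was 2.23 (SE 0.566, adjusted p = 0.0496). Within set 1 it was 1.46 and with paired blocks 1.32. Hif3a was called in 18 of 22 alternatives, with adjusted p from 3.74e-05 to 0.0912. The call of Hif3a was lost in 12 of the 16 fits that each left out 1 library, with adjusted p of up to 0.221, and that of Epas1 in 7, with adjusted p of up to 0.188. Both were lost without any 1 of the 3 WT NMX libraries. Hif1a (ENSMUSG00000021109) had 340 ± 20.1 TPM (SD, n = 3) in NMX and 398 ± 83.6 TPM (SD, n = 6) in HPX. That is a log2 fold change of 0.09 (SE 0.131, adjusted p = 0.766). It was called in 0 of 22 alternatives, and it had the opposite sign in set 1 (−0.06), with paired blocks (−0.06) and with set as a covariate (−0.02).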

The WT tissues showed an increase in expression of HIF-2α, which was statistically significantly upregulated (log_2_FC = 0.48, FDR *p* = 0.0001), and HIF-3α (log_2_FC = 2.25, FDR *p* < 0.0001), but not HIF-1α (log_2_FC = 0.1, FDR *p* = 0.6101). The CX3CR1^KO^ tissues did not show a significant change in the expression of any HIF transcripts (HIF-3α log_2_FC= 1.40, FDR *p* = 0.0675, HIF-1α log_2_FC = 0.05, FDR *p* = 0.9701, HIF-2α log_2_FC = 0.26, FDR *p* = 0.6093). These results suggest that exacerbated microglia reactivity to hypoxic conditions significantly alters the regulation of HIF proteins.

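Hif3a in CX3CR1 KO retinas had 2.37 ± 0.358 TPM (SD, n = 2) in NMX and 5.51 ± 3.62 TPM (SD, n = 5) in HPX, with 4 of 5 HPX libraries above both NMX libraries in CPM. The log2 fold change of Hif3a was 1.18 (SE 0.639, adjusted p = 0.539), and 0.51 within set 1. The CX3CR1 KO HPX libraries of set 1 had 2.89 and 3.05 TPM of Hif3a, and those of set 2 had 10.2, 8.68 and 2.74 TPM, the last in replicate 6. Epas1 had 83.8 ± 2.09 TPM (SD, n = 2) in NMX and 111 ± 22.4 TPM (SD, n = 5) in HPX, with 5 of 5 HPX libraries above both NMX libraries. Its log2 fold change was 0.28 (SE 0.125, adjusted p = 0.454), and 0.20 within set 1. Over 22 alternatives Hif3a was called in 0, with a smallest adjusted p of 0.0658, and Epas1 was called in 1, DESeq2 with placement by title, at 0.0166. Hif1a had 383 ± 14.8 TPM (SD, n = 2) in NMX and 370 ± 86.7 TPM (SD, n = 5) in HPX, a log2 fold change of −0.19 (SE 0.153, adjusted p = 0.712). Within set 1 the log2 fold change of Hif1a was −0.26 and past the threshold, where the adjusted p was 0.044, the smallest of its 22 alternatives, and in the paper's grouping it was 0.04. Between the genotypes the response to hypoxia differed by −1.05 on the log2 scale for Hif3a and −0.18 for Epas1, with an adjusted p of 1 for both and calls in 0 of 18 alternatives.

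**Figure D2:**
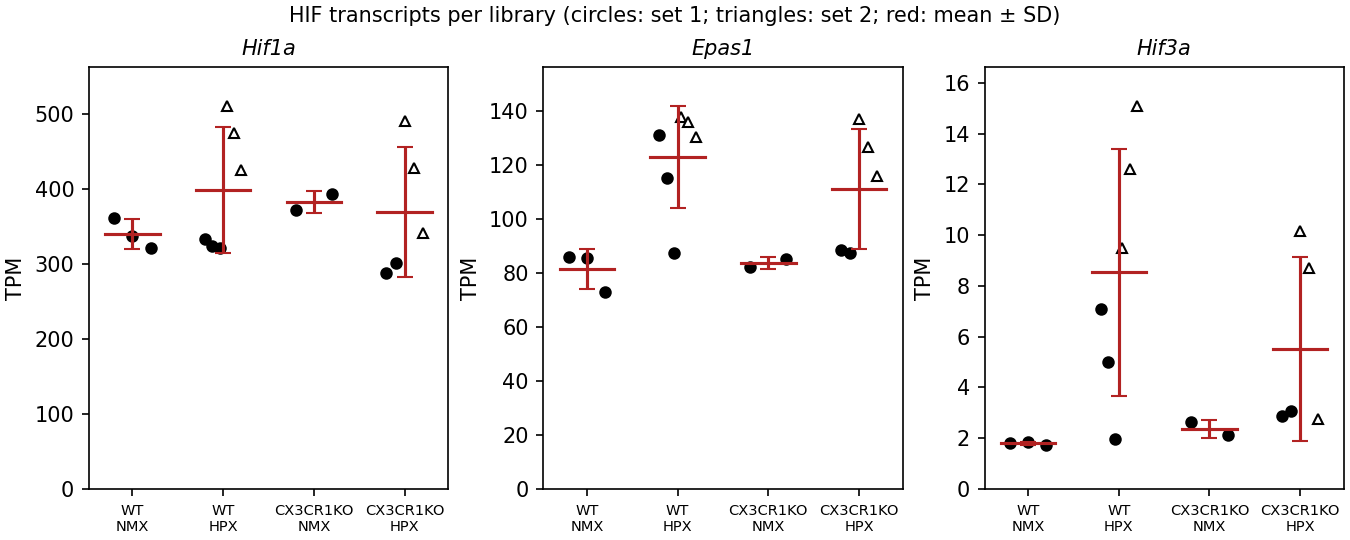
TPM of Hif1a, Epas1 and Hif3a in each library by genotype and oxygen, with set 1 as circles, set 2 as triangles and the group mean ± SD in red. The WT HPX libraries sit above the WT NMX libraries for Epas1 and Hif3a.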

We next sought to identify gene pathways involved in the hypoxic response by performing pathway analysis utilizing genes that met our statistical (FDR *p* < 0.05) and biological (log_2_ > 1, <−1) cutoffs. In the CX3CR1^KO^ hypoxic samples, we found that both the metabolic and cell cycle pathways were upregulated; however, due to the low number of genes that met our cutoff criteria, no downregulated pathways were identified. Instead, we focused our analysis on the hypoxic responses in the WT tissues, specifically on pathways associated with neuroinflammatory responses, apoptosis, immune responses, and angiogenesis (Figure 5C–E, Supplementary Table S1). 

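With the paper's cutoffs of an adjusted p under 0.05 and an absolute log2 fold change above 1, 73 genes were higher and 27 lower in WT HPX retinas. In the CX3CR1 KO retinas 1 gene was higher, Zan, and 0 were lower. The pathway analysis itself was not repeated here.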

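The 43 genes that Supplementary Table S1 gives were all among the genes tested. In the WT retinas 15 of them were called over all genes, and 37 when p was adjusted over the list alone. The study chose the list on these libraries, so the count over the list alone is not independent evidence. In the CX3CR1 KO retinas 0 of the 43 were called over all genes, where 15 had an unadjusted p under 0.05, and 9 were called when adjusted over the list alone. For the difference between the genotypes 0 were called over all genes, with 4 at an unadjusted p under 0.05, and 2 when adjusted over the list alone. Of the 7 genes listed under interleukins and hypoxic response, 2 were called in WT and 0 in CX3CR1 KO over all genes, and 6 and 1 when adjusted over the list alone.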

While many genes associated with apoptosis were upregulated in both the WT and CX3CR1^KO^ hypoxic samples, microglia dysregulation does appear to affect the apoptotic response with an increase in FAS transcripts in the WT but not CX3CR1^KO^ retinas (WT log_2_FC= 1.85, FDR *p* = 0.0003, CX3CR1^KO^ log_2_FC = 0.83, FDR *p* = 0.28) while c-FOS expression was increased in the CX3CR1^KO^ but not WT retinas (CX3CR1^KO^ log_2_FC = 2.28, FDR *p* = 0.000392, WT log_2_FC = 0.48, FDR *p* = 0.29). 

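The 15 genes of the apoptosis list were all higher in HPX in both genotypes. Their median log2 fold change was 1.72 in WT and 1.20 in CX3CR1 KO, with an adjusted p = 0.00052 and an adjusted p = 0.0124 from limma's fry, a rotation test for gene lists, adjusted over the 3 lists of the paper tested. Within set 1 it was 1.15 and 1.58. The study chose its lists mainly on the WT response in these libraries, so the WT test of a list is not independent evidence. The CX3CR1 KO result was lost with the conflicting libraries placed by treatment label (0.64, adjusted p = 0.239). The listed gene Hp had 0 to 3 reads in all NMX libraries. Against a floor of 3 reads, its mean was at least 3.86-fold higher in WT HPX and at least 4.85-fold in CX3CR1 KO HPX. With Hp at these bounds, both medians stay the same. Over all genes 8 of the 15 were called in WT and 0 in CX3CR1 KO, where 10 had an unadjusted p under 0.05, and 14 and 6 were called when adjusted over the list alone. Between the genotypes the response differed by a median of −0.06 (adjusted p = 0.628). This was 0.00 within set 1, −0.69 (adjusted p = 0.36) with placement by title and lower still by treatment label (adjusted p = 0.101, the lowest among the alternatives), where the median was 1.72 in WT and 0.64 in CX3CR1 KO. Fas (ENSMUSG00000024778) rose in WT from a mean of 1.04 TPM (0.709 to 1.70 TPM, n = 3) to 3.70 ± 1.72 TPM (SD, n = 6), a log2 fold change of 1.83 (SE 0.437, adjusted p = 0.0408), with 6 of 6 HPX libraries above all NMX libraries. Its adjusted p was 0.000166 to 0.076 over 22 alternatives, 20 of which called it, but the call was lost in 8 of the 16 fits that each left out 1 library, including those without WT NMX replicate 1, 2 or 3 (up to 0.221). In CX3CR1 KO Fas had 1.08 ± 0.629 TPM (SD, n = 2) in NMX and 2.10 ± 0.454 TPM (SD, n = 5) in HPX, a log2 fold change of 0.93 (SE 0.502, adjusted p = 0.538). Within set 1 the log2 fold changes of Fas were 2.14 in WT and 1.15 in CX3CR1 KO. For Fas the genotypes differed by −0.89 (adjusted p = 1), and 0.11 without CX3CR1 KO NMX replicate 1.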

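Fos (ENSMUSG00000021250) rose in CX3CR1 KO from 13.3 ± 2.15 TPM (SD, n = 2) to 54.5 ± 33.5 TPM (SD, n = 5), with 5 of 5 HPX libraries above the mean of the NMX libraries. The log2 fold change was 1.89 (SE 0.537, adjusted p = 0.214). Fos was called there in 8 of 22 alternatives, with adjusted p from 2.09e-05 to 1, among them set 1 (1.84), paired blocks (1.84), DESeq2 (1.91) and the paper's grouping (2.28). With the conflicting libraries placed by treatment label it was −0.29. In WT Fos had 35.9 ± 4.54 TPM (SD, n = 3) in NMX and 55.8 ± 24.4 TPM (SD, n = 6) in HPX, a log2 fold change of 0.47 (SE 0.412, adjusted p = 0.593), and 0 of 22 alternatives called it. The genotypes differed by 1.43 for Fos (adjusted p = 1), called in 0 of 18 alternatives. Cdkn1a (ENSMUSG00000023067), from the same list, had log2 fold changes of 1.94 (SE 0.597, adjusted p = 0.0947) in WT and 2.38 (SE 0.747, adjusted p = 0.272) in CX3CR1 KO. It was called in 13 of 22 alternatives in WT, with adjusted p from 1.35e-06 to 0.146, and in 7 of 22 in CX3CR1 KO, with adjusted p from 1.19e-13 to 0.997.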

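The adaptive response list of Supplementary Table S1 holds 8 genes, of which Col3a1 is also in the extracellular matrix list and was counted only there. The other 7 were all lower in WT HPX retinas, with a median log2 fold change of −1.45 (adjusted p = 0.00052 from limma's fry), and −1.12 within set 1. This WT test is not independent either, since the study picked these genes for their fall in WT. Among CX3CR1 KO retinas 6 of 7 were lower in HPX, with a median of −0.63 (adjusted p = 0.0156), and −0.87 within set 1 (adjusted p = 0.0326). The CX3CR1 KO result was lost with replicate numbers as paired blocks (−0.77, adjusted p = 0.183), with set as a covariate (−0.57, adjusted p = 0.063) and with the conflicting libraries placed by treatment label (−0.06, adjusted p = 0.676). Over all genes 2 of the 7 were called in WT and 0 in CX3CR1 KO, where 3 had an unadjusted p under 0.05. When adjusted over the list alone, 5 and 3 were called. Between the genotypes the list differed by a median of 0.82 (adjusted p = 0.529), and 0.37 within set 1. Without CX3CR1 KO NMX replicate 2 it was 0.22. Cd74 (ENSMUSG00000024610) fell in WT from 8.26 ± 1.57 TPM (SD, n = 3) to 2.16 ± 0.951 TPM (SD, n = 6) and in CX3CR1 KO from 7.55 ± 2.67 TPM (SD, n = 2) to 1.59 ± 0.368 TPM (SD, n = 5). All HPX libraries were below all NMX libraries in both genotypes. For Cd74 the log2 fold change was −2.004 (SE 0.399, adjusted p = 0.0193) in WT and −2.35 (SE 0.462, adjusted p = 0.0864) in CX3CR1 KO. In CX3CR1 KO it was called in 9 of 21 alternatives, with adjusted p from 0.000136 to 0.92, set 1 (−2.21) and paired blocks (−2.20) among them. In the paper's grouping it was −1.50 and not called. Without WT NMX replicate 1, 2 or 3 the WT call of Cd74 was lost (adjusted p of up to 0.128). Ptn (ENSMUSG00000029838) had log2 fold changes of −1.06 (SE 0.17, adjusted p = 0.00773) in WT and −0.76 (SE 0.2, adjusted p = 0.172) in CX3CR1 KO, with all HPX libraries below all NMX libraries in CPM. Ighm (ENSMUSG00000076617) had 31 to 48 reads in the WT NMX libraries and 4 to 20 in the WT HPX libraries, none of them in exons, so its TPM is 0 throughout. For Ighm the log2 fold change was −1.48 (SE 0.433, adjusted p = 0.0806) in WT and −1.64 (SE 0.504, adjusted p = 0.257) in CX3CR1 KO.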

The WT hypoxic retinas also showed a unique profile of downregulation of genes associated with the adaptive immune responses not observed in the CX3CR1^KO^ tissues (Figure 5C–E, Supplementary Table S1). Also unique to the hypoxic response in the WT retinas was a decrease in expression in ECM organization proteins, a process required to make tissues permissive for angiogenesis (Figure 5C, Supplementary Table S1) [22]. 

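All 14 genes of the extracellular matrix list in Supplementary Table S1 were lower in WT HPX retinas, with a median log2 fold change of −1.48 (adjusted p = 0.00245 from limma's fry), and −1.439 within set 1 (adjusted p = 0.0387). With replicate numbers as paired blocks the median was −1.49 (adjusted p = 0.0993). The study picked these genes for their fall in WT, so the WT tests are not independent evidence. Of the 14 genes 12 were lower in CX3CR1 KO HPX retinas, with a median of −0.43 (adjusted p = 0.825), and −0.09 within set 1. This median rested on single libraries. It was −1.224 without CX3CR1 KO NMX replicate 2 and 2.10 without CX3CR1 KO NMX replicate 1. Over all genes 3 of the 14 were called in WT and 0 in CX3CR1 KO, where 0 also had an unadjusted p under 0.05. When adjusted over the list alone, 12 and 0 were called. For all 14 genes the response was less negative in CX3CR1 KO than in WT, with a median difference of 0.83. Its fry p of 0.0477 became 0.143 when adjusted over the 3 lists, so the difference was not past the threshold. Choosing the genes for their fall in WT also favours a smaller fall in CX3CR1 KO. The adjusted value was 0.198 within set 1 (median 1.17), 0.377 with paired blocks (1.86), 0.144 in the paper's grouping (0.9995), 0.0289 with placement by treatment label and 0.0309 with camera at an estimated correlation, which otherwise gave the same calls. When 1 library was left out and 2 or more remained in each group, it ran from 0.0801 to 0.241 over 14 fits. The median was 0.12 without CX3CR1 KO NMX replicate 2 and 3.30 without CX3CR1 KO NMX replicate 1. Fbln2 (ENSMUSG00000064080) was among the genes called in WT. It fell from 4.60 ± 0.939 TPM (SD, n = 3) to 1.25 ± 0.37 TPM (SD, n = 6), with 6 of 6 HPX libraries below all NMX libraries, a log2 fold change of −1.79 (SE 0.275, adjusted p = 0.00647). In CX3CR1 KO Fbln2 had 0.845 ± 0.573 TPM (SD, n = 2) in NMX and 1.04 ± 0.4 TPM (SD, n = 5) in HPX, a log2 fold change of 0.09 (SE 0.347, adjusted p = 0.956) that was −0.41 in the paper's grouping. Its difference between the genotypes was 1.88 (adjusted p = 1), and 1 of 18 alternatives called it. Mfap4 (ENSMUSG00000042436) had the largest fall of the list in WT after Col3a1, a log2 fold change of −2.20 (SE 0.598, adjusted p = 0.0617). Mfap4 was called in 12 of 22 alternatives, with adjusted p from 4.29e-13 to 0.0808.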

Included in this pathway are type 1, 3, and 18 collagen components of elastic fibers, which maintain the lateral strength of the vasculature. However, it was surprising that there was not a significant decrease in collagen expression in the hypoxic CX3CR1^KO^ retinas, given the evidence of fibrinogen accumulation in those tissues. 

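Col1a1 (ENSMUSG00000001506) had a log2 fold change of −1.634 (SE 0.245, adjusted p = 0.00603) in WT HPX against WT NMX retinas, and it kept this direction within set 1. All 22 alternatives called it, with adjusted p of up to 0.026. Without WT NMX replicate 1 it was −1.30 (adjusted p = 0.0603). Col3a1 (ENSMUSG00000026043) had a log2 fold change of −2.81 (SE 0.632, adjusted p = 0.0308), and −2.20 within set 1. It was called in 20 of 21 alternatives, with adjusted p from 1.03e-06 to 0.0522, and the call was lost without WT NMX replicate 1, 2 or 3 (adjusted p of up to 0.144) and without WT HPX replicate 1, 5 or 6. Col18a1 (ENSMUSG00000001435) had a log2 fold change of −1.32 (SE 0.398, adjusted p = 0.0903), and −1.13 within set 1. Col18a1 was called in 11 of 22 alternatives, among them all DESeq2 fits, with adjusted p from 7.62e-08 to 0.114. For all 3 genes, 6 of 6 WT HPX libraries were below all WT NMX libraries.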

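For CX3CR1 KO retinas the log2 fold change was 0.03 (SE 0.302, adjusted p = 0.985) for Col1a1, −0.22 (SE 0.776, adjusted p = 0.95) for Col3a1 and −0.55 (SE 0.476, adjusted p = 0.741) for Col18a1. Within set 1 these were 0.07, 0.21 and −0.14, and in the paper's grouping −0.28, −0.58 and −0.47. None of the 3 genes was called in any alternative. The 2 NMX libraries set the values. Without CX3CR1 KO NMX replicate 2 the log2 fold changes were −0.37, −1.05 and −1.33, and without CX3CR1 KO NMX replicate 1 they were 0.65, 2.11 and 1.31. Between the genotypes the response differed by 1.67 for Col1a1, 2.59 for Col3a1 and 0.76 for Col18a1 (adjusted p = 1 for each). Among 18 alternatives the difference for Col1a1 was called in 1, DESeq2 with the conflicting libraries placed by treatment label, and its adjusted p ran from 0.00668 to 1. The difference was 1.69 for Col1a1, 2.41 for Col3a1 and 0.99 for Col18a1 within set 1. For Col18a1 the difference was −0.02 without CX3CR1 KO NMX replicate 2.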

Examining the normalized abundance of collagen transcripts (transcripts per million, TPM), we found that under normoxic conditions, the CX3CR1^KO^ retinas expressed significantly decreased levels of type I collagen (WT 6.129 ± 2.560 TPM, CX3CR1^KO^ 3.16 ± 1.402 TPM, two-way ANOVA *p* = 0.0413), type III collagen (WT 5.292 ± 0.921 TPM, CX3CR1^KO^ 1.326 ± 0.958 TPM, two-way ANOVA *p* < 0.0001), and type XVIII collagen (WT 82.905 ± 10.216 TPM, CX3CR1^KO^ 44.087 ± 32.388 TPM, two-way ANOVA *p* = 0.0252) (Figure 6A–C). Also, under hypoxic conditions, there was no significant change in the normalized transcript abundance of these collagen genes in the CX3CR1^KO^ retinas. These data suggest disruption in the FKN-CX3CR1 signaling axis alters the immune and apoptotic response to hypoxia-induced retinopathy.

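In normoxic retinas Col1a1 was 6.19 ± 2.56 TPM (SD, n = 3) in WT and 2.51 ± 1.19 TPM (SD, n = 2) in CX3CR1 KO. Col3a1 was 5.29 ± 0.921 TPM (SD, n = 3) in WT and 1.09 ± 1.22 TPM (SD, n = 2) in CX3CR1 KO, and Col18a1 was 82.9 ± 10.2 TPM (SD, n = 3) in WT and 44.4 ± 45.8 TPM (SD, n = 2) in CX3CR1 KO. These groups are all in set 1. Exact permutation tests gave p = 0.2, 0.2 and 0.4, and 3 libraries against 2 cannot go below 0.2. In the paper's grouping the CX3CR1 KO means were 3.16, 1.33 and 44.1 TPM, and the exact p values were 0.2, 0.1 and 0.2, where 0.1 is the smallest possible. The CX3CR1 KO means hide a wide spread. CX3CR1 KO NMX replicates 1 and 2 had 3.35 and 1.67 TPM of Col1a1 and 1.95 and 0.223 TPM of Col3a1.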

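In hypoxic CX3CR1 KO retinas Col1a1 was 2.88 ± 0.889 TPM, Col3a1 1.01 ± 0.596 TPM and Col18a1 32.3 ± 10.4 TPM (SD, n = 5). Against normoxic CX3CR1 KO retinas the exact permutation p was 0.762, 0.952 and 0.571, where 5 libraries against 2 cannot go below 0.095. In the paper's grouping it was 0.238, 0.286 and 0.405, with differences of −0.7547, −0.5678 and −14.28 TPM. In hypoxic WT retinas the 3 genes were 2.09 ± 0.341, 0.764 ± 0.459 and 34.7 ± 6.98 TPM (SD, n = 6). Between hypoxic CX3CR1 KO and WT retinas they differed by 0.792, 0.246 and −2.42 TPM, with an exact permutation p of 0.026, 0.459 and 0.649, where 5 libraries against 6 cannot go below 0.0043. For Col1a1 this exact p was 0.0519 with placement by title, 0.0823 in the paper's grouping and 0.0571 without CX3CR1 KO HPX replicate 2 or 6 (difference 0.399 TPM without replicate 6). Against normoxic WT retinas the exact permutation p was 0.0238 for each, the smallest that 6 libraries against 3 allow. Within set 1 the WT differences were −4.24, −4.18 and −45.9 TPM, each with an exact p of 0.1, the smallest for 3 libraries against 3.

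**Figure D3:**
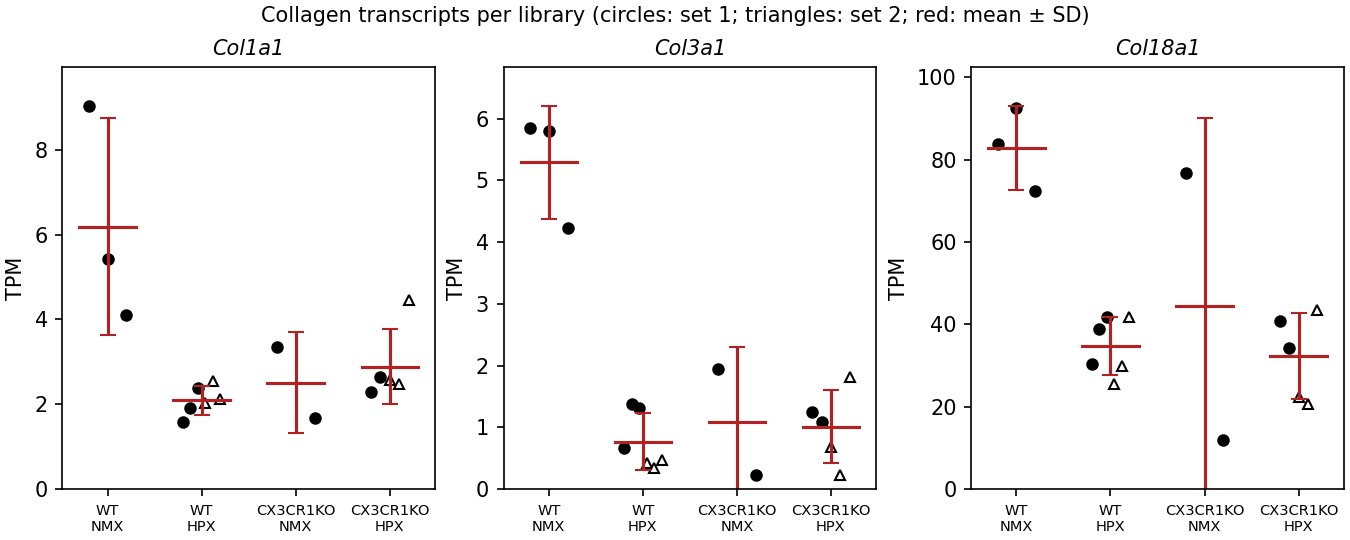
TPM of Col1a1, Col3a1 and Col18a1 in each library by genotype and oxygen, with set 1 as circles, set 2 as triangles and the group mean ± SD in red. The 3 WT NMX libraries sit above the 6 WT HPX libraries for each gene, while the 2 CX3CR1 KO NMX libraries lie apart from each other.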

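The paper reasons from these data as follows. It reads the larger number of changed genes in WT than in CX3CR1 KO retinas as a sign that loss of CX3CR1 may weigh more on the transcriptome than hypoxia of short duration, and it sets the changes in WT cytokine genes, HIF genes, Fas and extracellular matrix genes against their absence from the calls in CX3CR1 KO retinas, where Fos changed. It also reports lower collagen TPM in normoxic CX3CR1 KO than WT retinas, and no significant change of it in CX3CR1 KO retinas under hypoxia. From this, the paper proposes that a disrupted fractalkine to CX3CR1 signal changes how the retina responds to hypoxia in its immune and apoptotic genes. Apart from the collagen TPM, these steps compare calls made in each genotype. Among the alternatives tried here, the test of the difference between the genotypes called 0 to 3 genes.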

### 2.4. Hypoxia Induces a Reduction in Endostatin Immunoreactivity

Endostatin is a 20 kD cleavage product of type XVIII collagen and functions as a potent inhibitor of angiogenesis, preventing vascular budding by sterically blocking vascular endothelial growth factor receptor binding to its ligand [23,24]. Since we observed decreased transcript abundance of type XVIII collagen in the CX3CR1^KO^ mice compared to the WT retinas under normoxic conditions and a reduction in the hypoxic WT retinas compared to their normoxic control, we hypothesized that the accumulation of endostatin in the retina would also be reduced. 

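Col18a1 separated the groups unevenly. The WT NMX libraries had 72.3 to 92.7 TPM and the WT HPX libraries 25.5 to 41.9 TPM. The CX3CR1 KO NMX libraries had 76.8 TPM (replicate 1) and 12.0 TPM (replicate 2), and the library labelled CX3CR1 KO HPX replicate 6 had 43.5 TPM. The difference between CX3CR1 KO NMX and WT NMX was −38.5 TPM. It was −6.14 TPM without CX3CR1 KO NMX replicate 2 and −70.9 TPM without CX3CR1 KO NMX replicate 1.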

To quantify changes in endostatin expression, retinal leaflets from the WT and CX3CR1^KO^ mice were stained with anti-endostatin antibodies (red) (Figure 7A,B). In the mouse retina, endostatin accumulates in bipolar cells, where it localizes to both cell bodies and axonal end processes of bipolar cells [25]. Confocal imaging identifies this as puncta in the nerve fiber layer (NFL) and diffuses deeper where bipolar axons terminate in flat-mounted tissues. Thus, to quantify changes in endostatin expression, we focused on endostatin accumulation in bipolar cell bodies in the NFL using Tuj1 immunostaining (white), an RGC axonal marker, as an anatomical marker for the NFL.

Firstly, we tested if there was a difference in endostatin accumulation between the WT and CX3CR1^KO^ retinas. Here, we found that there was no statistical difference in the endostatin immunoreactive area (WT control 3.07 ± 0.323%, CX3CR1^KO^ control 3.55 ± 0.778%, two-way ANOVA *p* = 0.9759).

However, we found that hypoxia induced a significant reduction in endostatin accumulation in the WT (1.4 ± 0.241%, WT control vs. WT hypoxic two-way ANOVA *p* = 0.0063) and CX3CR1^KO^ tissues (2.387 ± 0.805%, CX3CR1^KO^ control vs. CX3CR1^KO^ hypoxic two-way ANOVA *p* = 0.032). We also tested how systemic inflammation affected retinal endostatin responses (Supplementary Figure S1A,B). We found that LPS alone did not affect endostatin expression (WT LPS 2.095 ± 0.396, vs. WT control two-way ANOVA *p* = 0.0912, CX3CR1^KO^ LPS 3.192 ± 0.178, vs. CX3CR1^KO^ control two-way ANOVA *p* = 0.9997). However, the addition of LPS to hypoxia increased endostatin accumulation in the WT tissues (WT hypoxia with LPS 2.811 ± 0.258, vs. WT hypoxia two-way ANOVA *p* = 0.0018) while in the CX3CR1^KO^ tissues, endostatin expression was similar to hypoxia alone (CX3CR1^KO^ hypoxia with LPS 2.414 ± 0.461 vs. CX3CR1^KO^ hypoxia two-way ANOVA *p* = 0.9999 vs. CX3CR1^KO^ control two-way ANOVA *p* = 0.0223). Lastly, we tested to see if endostatin expression is altered in diabetic patients (Supplementary Figure S1C,D). Here, we found that endostatin expression in human tissues was unchanged in diabetic patients (non-diabetic 4.681 ± 1.778%, diabetic 3.845 ± 1.463%, Student’s T-test *p* = 0.4595). These data suggest that while hypoxia reduces endostatin accumulation in retinal tissue, inflammation exerts an opposing effect in the mouse retina.

### 2.5. Hypoxia Ameliorates the LPS-Induced Inflammatory Cytokine Response

We next sought to test for changes in cytokine responses in CNS tissue. Brain lysate samples were utilized as both hypoxia and LPS treatments act systemically on CNS tissues [26,27,28,29]. We tested for changes in the expression of pro-inflammatory cytokines IL-1β, IL-2, IL-6, IFN-γ, and TNF-α; IL-18, regulator of hypoxia; GM-CSF, a marker of microglia proliferation; and anti-inflammatory cytokines IL-4, IL-5, IL-10, and CCL17 in WT and CX3CR1^KO^. When comparing cytokine expression levels between the control and hypoxic groups, we found that there was no significant change in expression in any of the analytes (Figure 8). We observed in the WT mice under conditions of hypoxia and LPS a significant reduction in IL-2 (control 4.32 ± 0.72 pg/mg, hypoxia with LPS 2.85 ± 0.42 pg/mg, two-way ANOVA *p* = 0.0269) and IFN-γ (control 4.91 ± 0.52 pg/mg, hypoxia with LPS 2.07 ± 0.83 pg/mg, two-way ANOVA *p* = 0.0419). The CX3CR1^KO^ samples showed no change in cytokine expression in response to the two-hit model of hypoxia with LPS.

## 3. Discussion

We found that while hypoxia induces significant microglia reactivity in WT tissues, the microglia responses were altered in models of microglia dysregulation. When the CX3CR1-FKN signaling axis is blocked in CX3CR1^KO^ and FKN^KO^ tissues, we observed that our two-hit model induced an exacerbation of microglial reactivity. However, in signaling defective models, LPS failed to induce a similar exacerbation of microglia reactivity. This finding may shed light on the conflicting results reported in studies examining the association between CX3CR1 polymorphisms and susceptibility and severity in human disease [30,31,32,33,34].

We also found that the anti-inflammatory response to hypoxia is affected by microglia dysregulation, with the WT but not CX3CR1^KO^ retinas showing an increase in anti-inflammatory CCL17 and a decrease in IL-1 superfamily member IL-36γ retinal transcripts; however, we did not see a change in CCL17 protein expression in the brain [35,36]. This may explain why we observed an increase in macroglia reactivity in response to the combination of systemic inflammation and hypoxic conditions in the CX3CR1^KO^ but not WT tissues. Despite evidence of microglia reactivity in all of the animal models utilized in this study, we did not observe evidence of neuronal loss in response to hypoxia or our two-hit model. We hypothesize that this is due to the short 7-day duration of hypoxic conditions being insufficient to induce enough stress in neuronal cells [37].

When considering the vascular response to hypoxia, we observed a significant increase in CD31 immunoreactivity in the WT tissues but not in any retinas from animal models of defective microglia regulation. Based on our transcriptional data, we hypothesize that exacerbated microglial reactivity in the CX3CR1^KO^ retinas dysregulates the ECM response to hypoxia, reducing the permissive environment for angiogenesis. Interestingly, this mechanism may not involve endostatin as we observed a similar reduction in endostatin accumulation in both the WT and CX3CR1^KO^ retinas in response to hypoxia in tissues despite transcript abundance of endostatin precursor type XVIII collagen in normoxic CX3CR1^KO^ tissues being similar to hypoxic WT tissues. Endostatin accumulation in retinal tissues does appear to be strongly affected by inflammatory responses. However, the mechanisms driving this response have yet to be elucidated.

We also observed that microglia dysregulation influenced the expression of apoptosis-associated genes. The WT hypoxic retinas showed an increase in FAS in the WT tissues but not in CX3CR1^KO^, while FOS, an apoptosis-associated gene that also has reported neuroprotective effects [38], was upregulated in the CX3CR1^KO^ but not in WT retinas. This finding is surprising, as hypoxia is typically associated with neuroprotective responses. However, it could be explained by the decrease in IL-36γ as IL-1 has been reported to induce c-fos expression [39].

LPS induces inflammatory responses that are well characterized in the CNS where it induces an inflammatory response with increased expression of cytokines such as IL-1β, IL-6, IFN-γ, and TNF-α [27,40,41]. The effects of endotoxemia on the hypoxic mouse brain have been reported to induce exacerbation of inflammatory mediators IL-1β, IL-6, and TNF-α [39]. Here, we report that the combination of systemic endotoxemia in a more severe (7.5% O_2_ vs. 10.16% O_2_) and longer duration (7 days vs. 24 h) significantly alters the inflammatory response to LPS-mediated hypoxia. We observed no change in expression in IL-1β, IL-6, and TNF-α in either the WT or CX3CR1^KO^ retinas and instead observed a significant decrease in IL-2 and IFN-γ expression in the WT hypoxic mice. The shift in response could be explained that by day 7 of hypoxia, there is a transition from an acute HIF-1α/2α response to a chronic response characterized by HIF-3α upregulation [42]. While the exact functions of HIF-3α are not as elucidated as other HIF family members, it is reported to be a negative regulator of HIF-1α/2α, a promotor of apoptosis and regulator of angiogenesis [43,44]. Interestingly, microglia dysregulation significantly alters the expression of the HIF family of transcription factors under hypoxic conditions, suggesting that inflammatory responses may co-regulate the expression of the HIF family of transcription factors. We also found no evidence of altered expression of cytokines associated with HIF-1α or HIF-2α responses when we examined the expression of IL -18 or IL-1β, cytokines involved in the HIF-1α response, and IL-4, a downstream response to HIF-2α, in either WT or CX3CR1^KO^ in CNS lysates [45,46]. Instead, we found that the WT hypoxic retinas showed a decrease in LPS-responsive inflammatory mediators IL-2 and IFN-γ. This suggests that chronic hypoxia and HIF-3α exert an inflammatory dampening response to endotoxemia that is dependent on microglia responses.

It is well documented that high levels of circulating LPS are found in diabetic patients. Hence, those studies point to a strong correlation between systemic LPS challenge and the progression of DR [6,47,48]. Our results suggest that if inflammatory input from diabetes was ameliorated, be it through resolving the underlying diabetic condition, via anti-inflammatory or anti-angiogenic treatments, the remaining hypoxic pathology would not exacerbate retinal pathology. HIF1α is commonly reported as a marker of DR both for diagnosis and prognosis while HIF2a is involved in neovascularization [49,50]. As both HIF1α and 2α are negative regulators of HIF3α, we hypothesize that anti-inflammatory treatment in conjunction with drugs such as phloretin [51] that induce HIF3α responses may show a significant improvement in DR pathology than anti-inflammatory treatment alone.

## 4. Materials and Methods

### 4.1. Animals

All mice utilized in this study were of the C57BL/6J background. Wild-type (WT) (Jackson Laboratories, Bar Harbor, ME, USA, Strain # 000664) and CX3CR1^GFP/GFP^ (CX3CR1^KO^) were sourced from Jackson Laboratories (Bar Harbor, ME, USA, Strain # 005582). Mice expressing human CX3CR1 polymorphisms I249 and T280 in mouse CX3CR1 gene, mCX3CR1^V250I,^ and mCX3CR1^T281M^ were generated by Biogen© (Cambridge, MA, USA). CX3CR1 polymorphic variant mice utilized in this experiment were heterozygous for the mutant allele, expressing either mCX3CR1^V250I/WT^ (CX3CR1^V250I^) and mCX3CR1^T281M/WT^ (CX3CR1^T281M^). CX3CL1^–/–^ (FKN^KO^) were obtained from Dr. Sergio Lira (Icahn School of Medicine at Mount Sinai) and mice were bred at the University of Texas at San Antonio facilities. Both male and female mice were utilized in this study. Animal protocols were consistent with Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) standards, approved by the UTSA-Institutional Animal Care and Use Committee, and in accordance with NIH guidelines.

### 4.2. Two-Hit Model of Hypoxia-Induced Retinopathy and Systemic Inflammation

Adult (6–10 week) male and female mice were exposed to hypoxic conditions of 7.5% oxygen for 7 days in an airtight chamber (Coy Laboratory Products, Grass Lake, MI, USA, InVivo Cabinet model 15) in open-air housing cages with free access to food and water. Oxygen levels were maintained by injection of supplemental N_2_ and O_2_ gas. Animals were monitored twice daily and returned to normoxic conditions on an as-needed basis for periods no longer than 30 min for injections or welfare concerns. To recapitulate the systemic inflammation and endotoxemia reported in human diabetic patients, cohorts of hypoxic mice were administered 0.08 mg/Kg of LPS (Sigma Aldrich, St. Louis, MO, USA, #L2637) or PBS vehicle control on days 6 and 7 of the experiment [2,5,6,52] (Supplemental Figure S1). Age-matched control animals were maintained under normoxic conditions.

### 4.3. Streptozotocin-Induced Hyperglycemia

Hyperglycemia was induced in WT male mice (n = 5) by I.P. injection of 60 mg/Kg STZ (Sigma Aldrich, St. Louis, MO, USA, #S0130) in citrate buffer daily for 5 days [2,5,6,52]. Female mice do not develop consistent levels of hyperglycemia in response to this dose of streptozotocin (STZ) due to the antidiabetic actions elicited by 17β-estradiol as described previously [52]. Blood glucose was monitored weekly for 10 weeks. Animals were considered hyperglycemic with sustained blood glucose levels > 250 mg/dL.

### 4.4. Tissue Collection

Anesthetized mice were transcardially perfused with cold 1× Hanks’s Balanced Salt Solution (HBSS, Fisher Scientific, Pittsburgh, PA, USA, #BW10-547F). Enucleated whole globes were fixed in 4% paraformaldehyde (PFA, Sigma Aldrich, St. Louis, MO, USA, #P6148) for 20 min. Retinas were then dissected and transferred along with optic nerves to 1% PFA. Brains collected for histology were fixed overnight in 4% PFA. Fixed tissues were then prepared for long-term storage as previously described [52]. Briefly, fixed tissues prepared for storage first by incubating them overnight in a cryoprotection solution (200 mL glycerol, 200 mL 0.4 M Sorenson’s buffer, and 600 mL water) at 4 °C then transferred to a cryoprotection solution (500 mL 0.2 M PO_4_, 10 g PVP-40, 300 g sucrose, and 300 mL ethylene glycol) overnight at 4 °C, then were stored at −20 °C. Protein collection from brains was performed by mechanical homogenization in a protein extraction buffer (9.15 mL water, 0.6 mL 2.5 M NaCl, 0.1 mL 1 M Tris base, 20 μL 0.5M EDTA, and 100 μL of protease inhibitor cocktail (Millipore Sigma, Burlington, MA, USA, #0469311600) and protein supernatant was collected by centrifugation at 4 °C, 12,000 RPM for 15 min then stored at −80 °C. Plasma was collected from peripheral blood obtained by submandibular vein puncture in EDTA-treated tubes (BD, Franklin Lakes, NJ, USA, #365974). Whole blood was centrifuged for 20 min at 2000g at 4 °C. Plasma was transferred to sterile 0.6mL tubes with 1 μL of protease inhibitor cocktail per 100 μL of plasma then stored at −80 °C.

### 4.5. Retinal RNA Collection and Processing

Retinas were homogenized in 800 μL ice-cold Trizol reagent (Thermo Fisher Scientific, Pittsburgh, PA, USA, #15596026) following the manufacturer’s protocol modified with an overnight precipitation at −20 °C then resuspended in 20 μL of RNase-/DNase-free water (Thermo Fisher Scientific, Pittsburgh, PA, USA, 10977-015). Sample cleanup and residual DNA was removed utilizing RNeasy (Qiagen, Germantown, MD, USA, #74104) kits with on-column DNase digestion per manufacturer’s protocol. QA/QC of samples, library prep, and sequencing services were performed at the UT Health Genome Sequencing Facility (UT Health San Antonio, Greehey Children’s Cancer Research Institute, San Antonio, TX, USA). Sequencing data were processed at The UTSA Genomics Core (University of Texas at San Antonio, San Antonio, TX, USA) utilizing the CLC Genomics Workbench (Qiagen, Germantown, MD, USA, #832021) platform. Differential gene expression (DGE) was calculated utilizing the DESeq2 [53] package from Bioconductor [54] in Rstudio (RStudio version 4.3.3, Boston, MA, USA, https://www.rstudio.com). Transcripts were filtered for significance with a false detection rate (FDR)-adjusted *p* cutoff of <0.05; non-significant results (FDR *p* > 0.05) were omitted from downstream analyses. Gene ontology was performed using Metascape [55] using genes that were highly up- or downregulated (log2FC > 1 or <−1) while genes failing to meet this threshold were omitted. Cohorts of control (N = 3) WT and CX3CR1^KO^ animals and hypoxic (N = 6) WT and CX3CR1^KO^ animals were utilized in this experiment.

### 4.6. Immunofluorescent Staining

Tissues were prepared utilizing protocols described previously [37,51]. In brief, retinas were cut into 4 radial pieces and selected at random to be stained for markers of interest. Tissues were blocked overnight in blocking solution (450 μL 10% normal goat serum, 450 μL 10% normal donkey serum, and 100 μL of 10% triton/mL) at 4 °C. Then, tissues were incubated overnight with primary antibodies (Table 1) diluted in fresh blocking solution. Unbound primary antibodies were removed by 5 washes of 5 min each in PBT with 0.1% Triton at room temperature. Visualization of primary antibodies was performed with host-specific secondaries incubated for 2 h at room temperature (Table 1); indirect staining of vimentin utilized a biotinylated anti-chicken secondary subsequently visualized with streptavidin-conjugated Cy3. Tissues were again washed as described previously then nuclei were stained with Hoechst 3342 (Thermo Fisher Scientific #H1399) for 7 min at room temperature. Unbound Hoechst was removed from tissues by washing 5 times in PBS before tissues were mounted on superfrost plus microscope slides (Fisher Scientific, Pittsburgh, PA, USA, #12-550-15) and mounted in Fluorsave reagent (Millipore Sigma, Burlington, MA, USA, #345789).

### 4.7. Tissue Imaging and Quantification

Six images were obtained per tissue at 40× on a Zeiss 710 NLO 2P confocal microscope at the UTSA Cell Analysis Core (University of Texas at San Antonio, San Antonio, TX, USA) with three images taken from both the central (inner 1/3rd of the retinal leaflet) and peripheral (outer 1/3rd of the retinal leaflet) regions of the tissue while avoiding edge effects and sites of tissue damage from processing. Image analysis and processing were performed utilizing IMARIS (Oxford Instruments, Abingdon, Oxfordshire, UK, version 6.4), Photoshop (Adobe, San Jose, CA, USA, version 22.1), and ImageJ software (Fiji version 1.53f53). Cell densities were quantified using the object counter tool in Photoshop and ImageJ. Immunoreactive area was calculated by converting images in ImageJ to 32-bit grayscale images and manual thresholds set to match raw image intensity. Microglia reactivity was calculated using the transformation index (TI) as described [56]. In brief, microglia were traced using ImageJ to determine perimeter and area, then TI was calculated with the following equation: perimeter^2^/(4π × area^2^). To best report the effect of treatment on microglia morphology, TI values were plotted as individual values (N > 6 per animal) not averaged to each animal [57].

### 4.8. Quantification of Endostatin in Human Retinal Tissue

Post-mortem human retinas were obtained from the National Disease Research Interchange (NDRI, Philadelphia, PA, USA) and prepared as described previously [58]. A total of 10 tissues were obtained and grouped as diabetic (6) or non-diabetic (4) based on provided patient diagnostic information. Two retinal leaflets, one each from the central and peripheral regions, from each tissue were stained. Staining was as described previously except the primary antibody incubation time was increased to 72 h and the secondary antibody incubation times were increased to 24 h.

### 4.9. Statistical Analysis

Statistical significance for differentially expressed genes was generated by DESeq2 [53]. All other statistical analyses utilized GraphPad Prism v9.5.1. Statistical significance indicators are denoted as the following: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001. Comparisons between two data elements utilized a two-tailed parametric Student’s *t*-test with Welch’s correction. One-way ANOVAs were utilized when comparing a group with 3 or more elements, while two-way ANOVAs were utilized when comparing multiple groups containing multiple elements. All ANOVAs utilized Tukey’s post-hoc test and multiple comparisons.

## 5. Conclusions

These findings support our other studies that dysregulation of the FKN-CX3CR1 signaling axis exacerbates the inflammatory response in models of CNS disease. Further, it suggests that if we can limit the inflammatory response in a disease with a pathology involving hypoxia-overexpressed transcripts, there is the potential to promote anti-inflammatory cellular responses to further limit retinal pathology. This study also raises several questions for further investigation. Firstly, it is unclear if hypoxia-induced retinal damage correlates with alterations in visual acuity in models of microglia dysregulation. Understanding the relationship between endotoxemia and endostatin expression driving the anti-inflammatory response to endotoxemia in the hypoxic retina may provide novel insights to mitigate vascular damage.

## Figures and Tables

**Figure 1:**
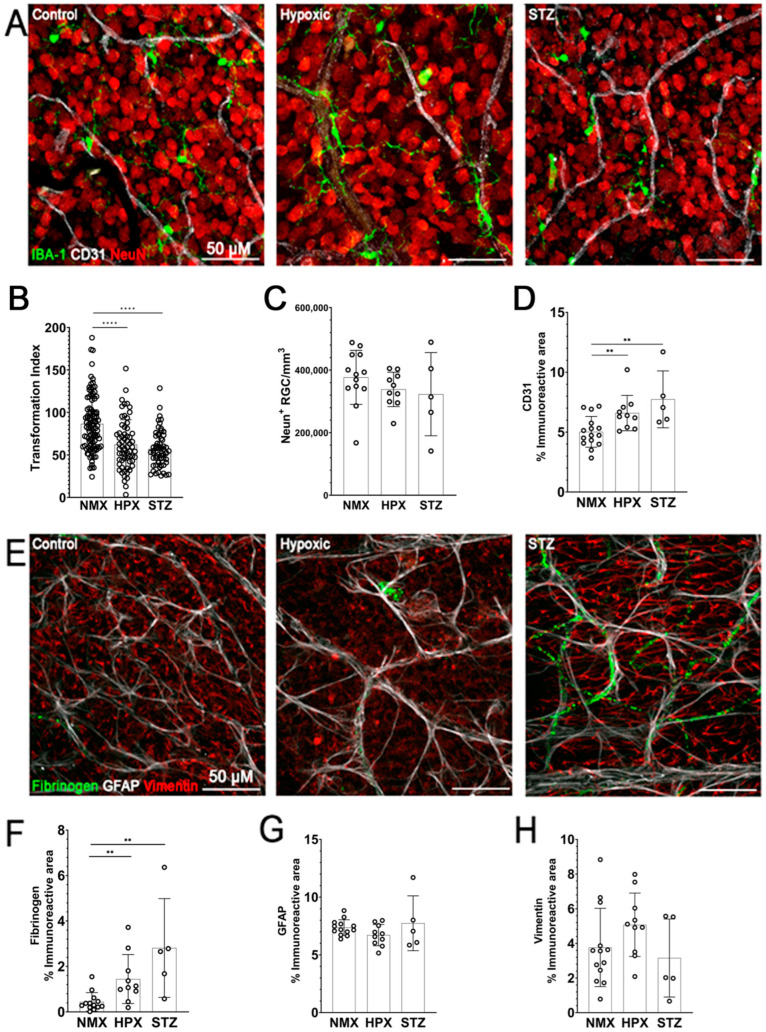
Hypoxia induces a similar phenotype of retinal pathology compared to 10-week STZ-induced hyperglycemia in C57BL/6J mice. (**A**) Representative 40× magnification confocal images of mouse retinas stained with microglia marker IBA-1 (green), vascular marker CD31 (white), and retinal ganglion cell marker NeuN (red). (**B**) Microglia reactivity is quantified by the transformation index and the density of IBA-1+ cells. (**C**) Quantification of RGC density. (**D**) Quantification of retinal endothelial cells by CD31+ immunoreactivity. (**E**) Representative 40× magnification confocal images of mouse retinas stained with astrocyte marker GFAP (white), Müller glia marker vimentin (red), and blood protein fibrinogen (green). (**F**–**H**) Quantification of immunoreactive areas for fibrinogen, GFAP, and vimentin, respectively. Data were analyzed for statistical significance across normoxic (NMX), hypoxic (HPX), and diabetic (STZ) groups. Data show mean ± SD, n = 10, WT NMX, n = 10 WT HPX, and n = 5 STZ. Dots indicate individual microglia (**B**) or averages of IR area for corresponding staining per individual mice (**C**,**D**,**F**,**H**). Scale bar measures 50 μm. ** *p* < 0.01, **** *p* < 0.001 using Student’s *t*-test with Welch’s correction.

**Figure 2:**
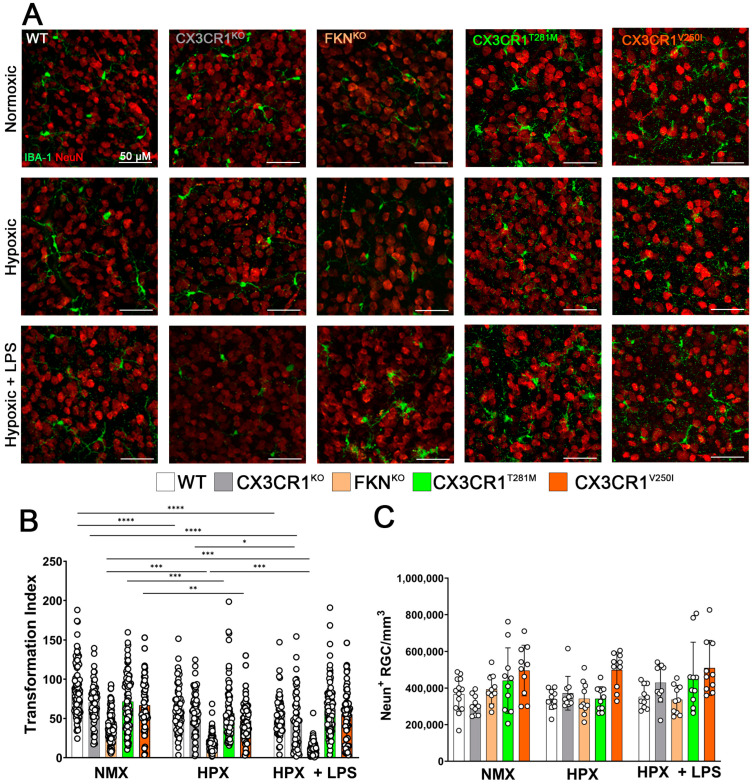
Hypoxia induces reactive microglia activation in models of FKN-CX3CR1 signaling dysregulation. (**A**) Representative 40× magnification confocal images of mouse retinas stained with microglia marker IBA-1 (green) and retinal ganglion cell marker NeuN (red). (**B**) Quantification of microglia reactivity by transformation index and RGC density, respectively. (**C**) Quantification of RGC cell density. Data show mean ± SD, n = 10 mice per group, dots indicate (**B**) individual microglia or (**C**) averages for individual mice. Scale bar measures 50 μm. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 using one-way ANOVA with multiple comparisons and Tukey’s correction.

**Figure 3:**
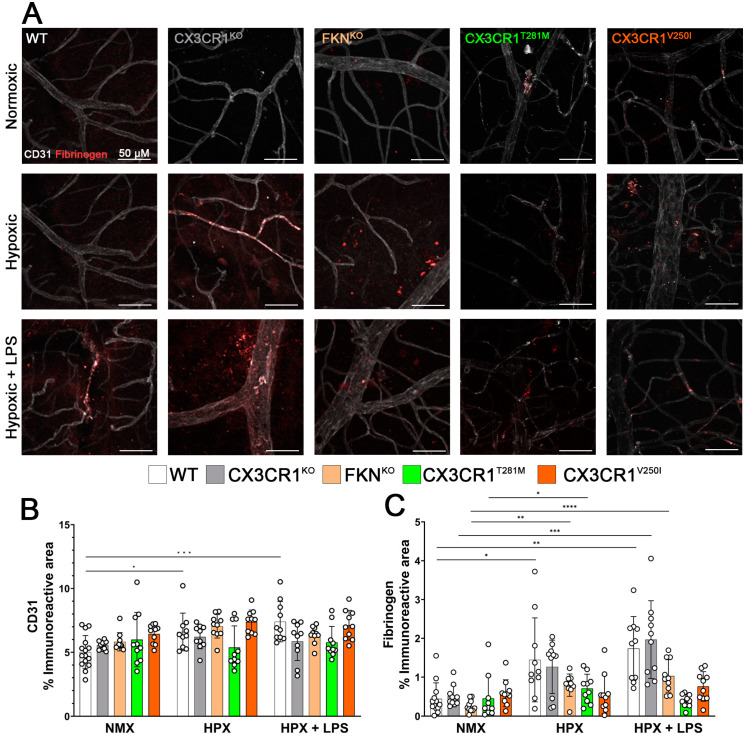
Vascular leakage is induced by hypoxia in WT retinas but addition of LPS-induced systemic inflammation is required for vascular leakage in CX3CR1^KO^ and FKN^KO^ retinas. (**A**) Representative 40× magnification confocal images of mouse retinas stained with endothelial cell marker CD31 (white) and fibrinogen (red) (**B**,**C**). Quantification of CD31 and fibrinogen immunoreactive areas, respectively. Data show mean ± SD, n = 10 mice per group, dots indicate average for individual mice. Scale bar measures 50 μm. * *p* < 0.05, ** *p* < 0.01 *** *p* < 0.001, **** *p* < 0.0001 using one-way ANOVA with multiple comparisons and Tukey’s correction.

**Figure 4:**
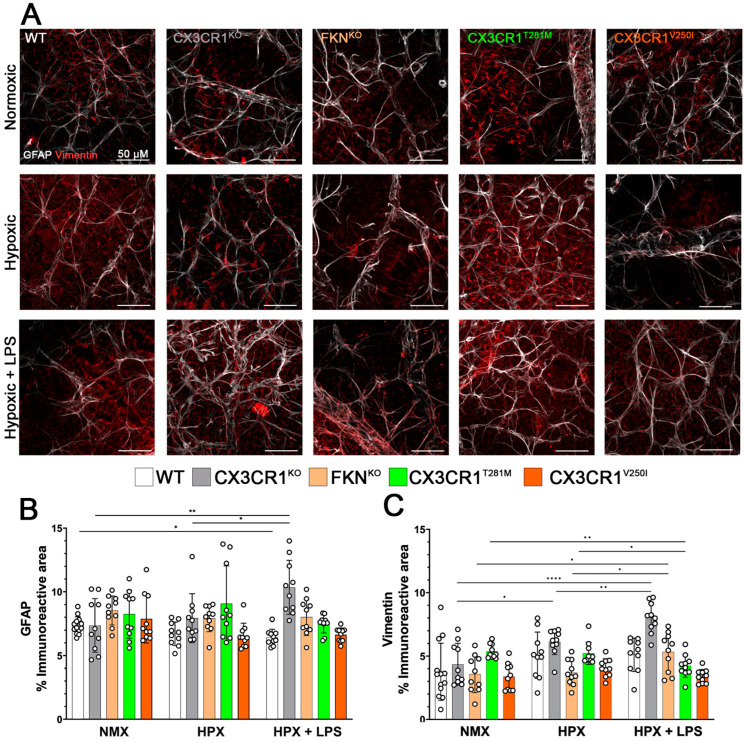
GFAP immunoreactivity decreases in response to hypoxia-induced retinopathy in WT but not CX3CR1^KO^ or FKN^KO^ retinas. (**A**) Representative 40× magnification confocal images of mouse retinas stained with astrocyte marker GFAP (white) and Müller glia marker vimentin (red). (**B**,**C**) Quantification of GFAP and vimentin immunoreactive areas, respectively. Data show mean ± SD, n = 10 mice per group, dots indicate average for individual mice. Scale bar measures 50 μm. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001 using one-way ANOVA with multiple comparisons and Tukey’s correction.

**Figure 5:**
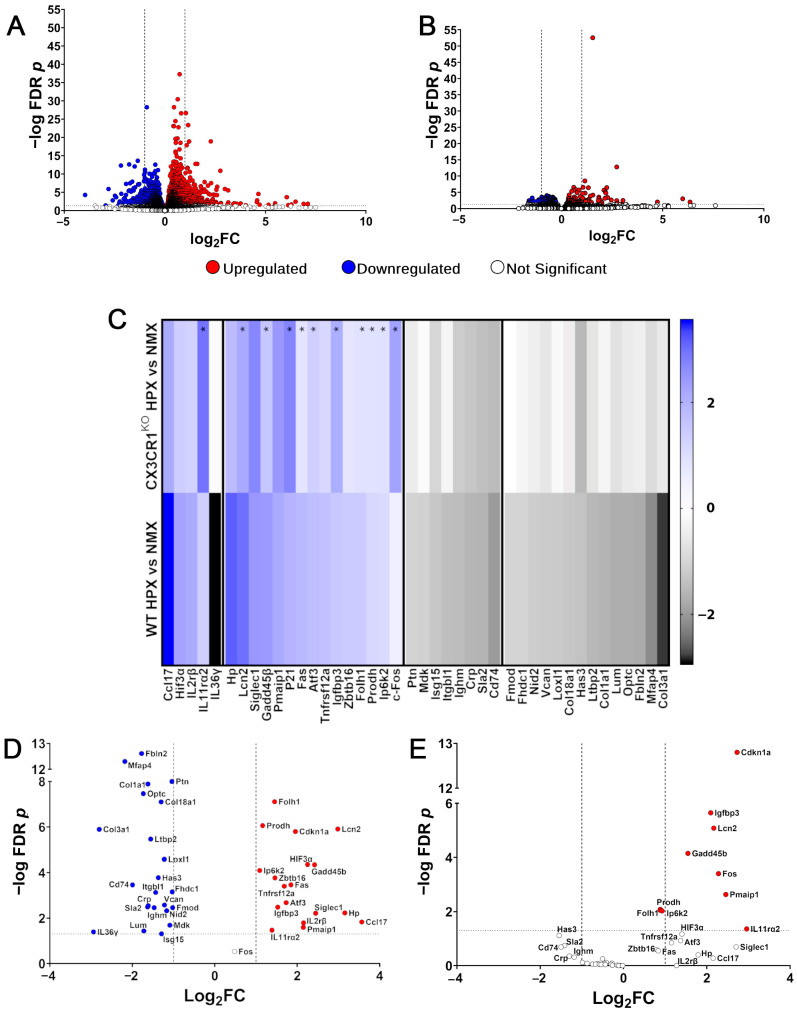
DEG analysis of bulk retinal RNAseq shows immunomodulation and decreased ECM transcripts in response to hypoxia in WT but not CX3CR1^KO^ retinas. (**A**,**B**) Volcano plot of all differentially expressed genes in WT (**A**) and CX3CR1^KO^ (**B**) hypoxic vs. normoxic samples. Dashed horizontal line represents the FDR p-value cutoff of 0.05 while dashed vertical threshold lines indicate log2FC > 1 and <−1. (**C**) Heat map showing inflammatory/hypoxic, apoptosis, adaptive immune, and ECM responses. Asterisks (*) indicate genes where FDR *p* < 0.05 in the CX3CR1^KO^ samples. C-FOS in the WT cohort did not show a significant change in expression. (**D**,**E**) Volcano plot showing genes associated with inflammatory, hypoxic, apoptosis, adaptive immune, and ECM responses in WT (**D**) and CX3CR1^KO^ (**E**) groups. Red points represent upregulated genes and blue points represent downregulated genes when FDR *p* < 0.05 while white points represent genes with FDR *p* > 0.05.

**Figure 6:**
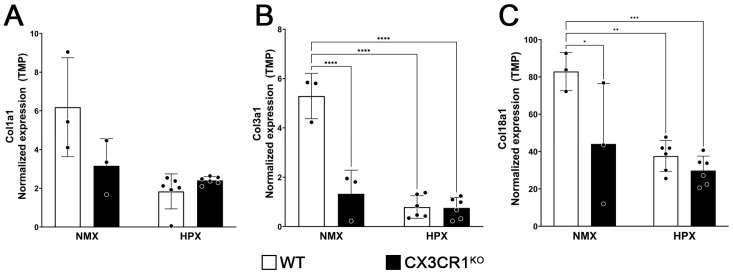
Decreased transcript abundance of type 1, 3, and 18 collagens observed in WT hypoxic and CX3CR1^KO^ retinas compared to WT control tissues. (**A**–**C**) Comparison of unique transcript counts mapped to collagen genes for normoxic and hypoxic WT (white) and CX3CR1^KO^ (black). (**A**) Collagen 1a1. (**B**) Collagen 3a1. (**C**) Collagen 18a1. Data show mean ± SD, n = 3 control, and n = 6 hypoxic mice per group, dots indicate average for individual mice. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 using two-way ANOVA with multiple comparisons and Tukey’s correction.

**Figure 7:**
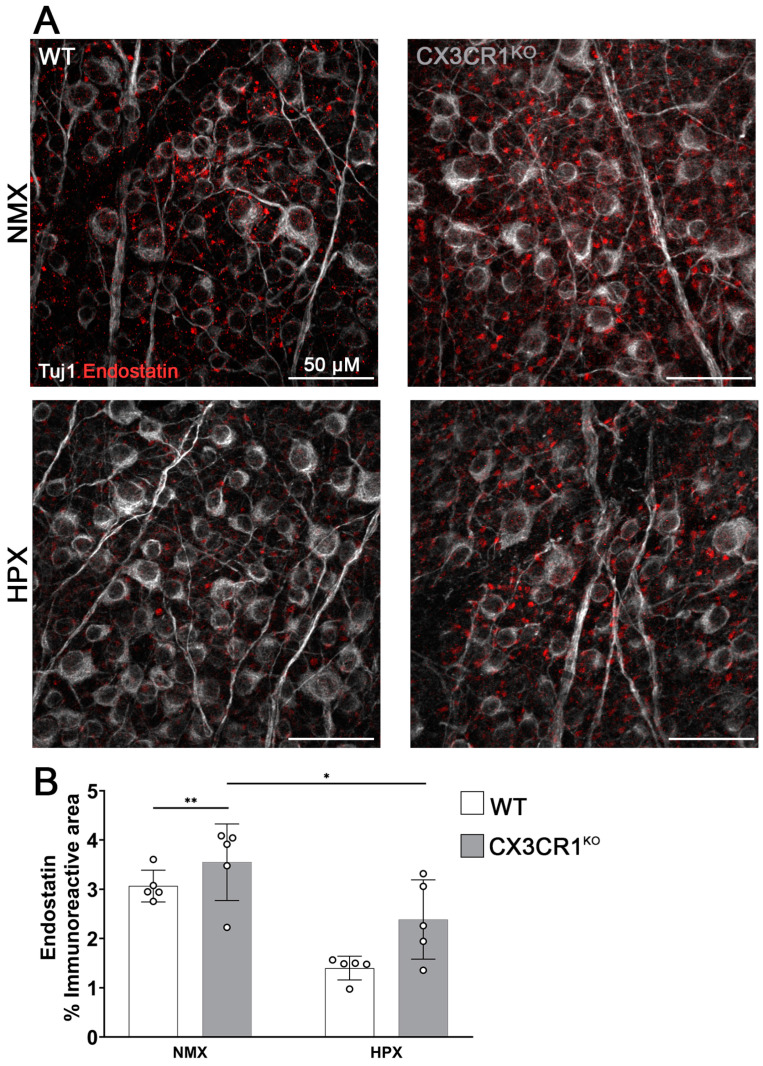
Hypoxia induces decreased expression of endostatin in both WT and CX3CR1^KO^ retinas. (**A**) Representative 40× magnification confocal images of mouse retinas stained with RGC axonal marker Tuj1 (white) and endostatin (red). (**B**) Quantification of endostatin immunoreactive area. Data show mean ± SD, n = 5 mice per group, dots indicate average for individual mice. Scale bar measures 50 μm. * *p* < 0.05, ** *p* < 0.01 using two-way ANOVA with multiple comparisons and Tukey’s correction.

**Figure 8:**
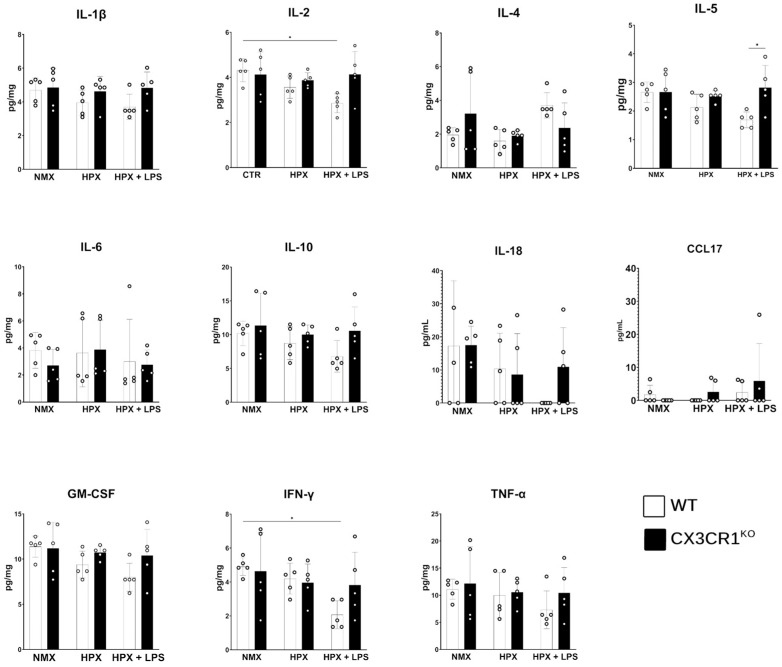
Hypoxia inhibits inflammatory IL-2 and IFN-γ cytokine responses to LPS in WT (white) but not CX3CR1^KO^ (black) CNS lysates. * *p* < 0.05 using two-way ANOVA with multiple comparisons and Tukey’s correction.

**Table 1:** List of antibodies utilized in this project.

Primary Antibodies				
Target	Host ^1^	RRID	Dilution	Cellular target
Anti-ionized calcium-binding adaptor molecule-1 (Iba1)	Rb	AB_839504	1:4000	Microglia
Anti-neuronal nuclei (NeuN)	Ms	AB_2298772	1:4000	Retinal ganglion cells
Anti-glial fibrillary acidic protein (GFAP)	Rt	AB_2532994	1:4000	Astrocytes
Anti-platelet endothelial cell adhesion molecule (PECAM-1/CD31)	Rt	AB_393571	1:500	Endothelial cells
Anti-fibrinogen	Rb	AB_578481	1:2000	N/A
Anti-vimentin	Ck	AB_2216267	1:1000	Müller glia
Anti-beta tubulin III (TUJ1)	Ms	AB_10063408	1:1000	Retinal ganglion cell axons
Anti-endostatin	Rb	AB_2245014	1:200	Endostatin
Secondary Antibodies				
Target	Host	RRID	Dilution	
Anti-rabbit 488	Dk	AB_2313584	1:1000	
Anti-rabbit Cy3	Gt	AB_2338006	1:1000	
Anti-rat Cy5	Dk	AB_2340694	1:1000	
Anti-rat Cy3	Gt	AB_2338394	1:1000	
Anti-mouse Cy3	Gt	AB_2338709	1:1000	
Anti-mouse Cy3	Gt	AB_2338713	1:1000	
Anti-chicken Biotin	Dk	AB_2340363	1:1000	
SA Cy3	N/A	AB_2337244	1:1000	

^1^ Rabbit (Rb), mouse (Ms), rat, (Rt), chicken (Ck), donkey (Dk), goat (Gt).

## Data Availability

RNA sequencing data that support the findings of the study have been deposited in the Gene Expression Omnibus with accession code GSE276207. These data are currently private and will be updated to be made available upon publication. Data are available upon request for reviewing purposes. Other data that support this study are available upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26031131/s1.

# Supplementary material for: CX3CR1–Fractalkine Dysregulation Affects Retinal GFAP Expression, Inflammatory Gene Induction, and LPS Response in a Mouse Model of Hypoxic Retinopathy
**Source:** Int J Mol Sci. 2025 Jan 28;26(3):1131. doi: 10.3390/ijms26031131
**Supplement:** Supplementary file 1

**Supplementary Table S1. Values\* for log<sub>2</sub> and p value for DEG heatmap.**

| Gene ID                         | WT HPX vs NMX                   |                 | CX3CR1 <sup>KO</sup> HPX vs NMX |                 |
|---------------------------------|---------------------------------|-----------------|---------------------------------|-----------------|
|                                 | ΔExpression (Log <sub>2</sub> ) | FDR p value     | ΔExpression (Log <sub>2</sub> ) | FDR p value     |
| Interleukins & Hypoxic response |                                 |                 |                                 |                 |
| Ccl17                           | <b>3.56</b>                     | <b>1.48E-02</b> | 2.15                            | 5.31E-01        |
| Hif3α                           | <b>2.25</b>                     | <b>4.38E-05</b> | 1.40                            | 6.75E-02        |
| IL2rβ                           | <b>2.15</b>                     | <b>1.61E-02</b> | 1.27                            | 1.00E+00        |
| IL11ra2                         | <b>1.39</b>                     | <b>3.40E-02</b> | <b>2.96</b>                     | <b>4.36E-02</b> |
| Hif1α                           | 0.10                            | 6.10E-01        | 0.05                            | 9.71E-01        |
| Hif2α                           | <b>0.48</b>                     | <b>1.31E-04</b> | 0.26                            | 6.04E-01        |
| IL36γ                           | <b>-2.94</b>                    | <b>4.04E-02</b> | -0.11                           | 9.95E-01        |
| Adaptive response               |                                 |                 |                                 |                 |
| Ptn                             | <b>-1.04</b>                    | <b>1.00E-08</b> | -0.50                           | 5.61E-01        |
| Mdk                             | <b>-1.09</b>                    | <b>2.04E-02</b> | -0.09                           | 9.86E-01        |
| Isg15                           | <b>-1.29</b>                    | <b>4.87E-02</b> | -0.99                           | 7.66E-01        |
| Itgbl1                          | <b>-1.44</b>                    | <b>7.38E-04</b> | -0.27                           | 9.69E-01        |
| Crp                             | <b>-1.47</b>                    | <b>2.85E-03</b> | -1.18                           | 4.84E-01        |
| Sla2                            | <b>-1.61</b>                    | <b>3.22E-03</b> | -1.30                           | 4.46E-01        |
| Cd74                            | <b>-1.63</b>                    | <b>3.46E-04</b> | -1.41                           | 1.82E-01        |
| Col3a1                          | <b>-2.00</b>                    | <b>1.28E-06</b> | -1.50                           | 2.03E-01        |
| Apoptosis                       |                                 |                 |                                 |                 |
| Hp                              | <b>3.15</b>                     | <b>5.92E-03</b> | 1.79                            | 3.98E-01        |
| Lcn2                            | <b>2.99</b>                     | <b>1.24E-06</b> | <b>2.17</b>                     | <b>8.26E-06</b> |
| Siglec1                         | <b>2.45</b>                     | <b>6.11E-03</b> | 2.70                            | 2.02E-01        |
| Gadd45β                         | <b>2.42</b>                     | <b>4.48E-05</b> | <b>1.55</b>                     | <b>7.12E-05</b> |
| Pmaip1                          | <b>2.15</b>                     | <b>2.54E-02</b> | <b>2.46</b>                     | <b>2.31E-03</b> |
| P21                             | <b>1.96</b>                     | <b>1.59E-06</b> | <b>2.73</b>                     | <b>1.58E-13</b> |
| Fas                             | <b>1.85</b>                     | <b>3.44E-04</b> | 0.83                            | 2.81E-01        |
| Atf3                            | <b>1.73</b>                     | <b>2.09E-03</b> | 1.37                            | 1.18E-01        |
| Tnfrsf12a                       | <b>1.69</b>                     | <b>3.95E-04</b> | 1.15                            | 1.43E-01        |
| Igfbp3                          | <b>1.53</b>                     | <b>3.31E-03</b> | <b>2.09</b>                     | <b>2.24E-06</b> |
| Zbtb16                          | <b>1.46</b>                     | <b>1.69E-04</b> | 0.79                            | 2.55E-01        |
| Folh1                           | <b>1.45</b>                     | <b>7.76E-08</b> | <b>0.88</b>                     | <b>8.86E-03</b> |
| Prodh                           | <b>1.16</b>                     | <b>8.77E-07</b> | <b>0.88</b>                     | <b>8.21E-03</b> |
| Ip6k2                           | <b>1.09</b>                     | <b>8.01E-05</b> | <b>0.93</b>                     | <b>9.37E-03</b> |
| c-Fos                           | 0.48                            | 2.95E-01        | <b>2.28</b>                     | <b>3.92E-04</b> |

**Supplementary Table S1. Continued.**

| Gene ID               | WT HPX vs NMX                           |                     | CX3CR1 <sup>KO</sup> HPX vs NMX         |                     |
|-----------------------|-----------------------------------------|---------------------|-----------------------------------------|---------------------|
|                       | $\Delta$ Expression (Log <sub>2</sub> ) | FDR <i>p</i> value* | $\Delta$ Expression (Log <sub>2</sub> ) | FDR <i>p</i> value* |
| Extra cellular matrix |                                         |                     |                                         |                     |
| Fmod                  | <b>-1.02</b>                            | <b>3.45E-03</b>     | -0.02                                   | 9.96E-01            |
| Fhdc1                 | <b>-1.03</b>                            | <b>6.99E-04</b>     | -0.30                                   | 8.86E-01            |
| Nid2                  | <b>-1.17</b>                            | <b>4.71E-03</b>     | -0.44                                   | 9.13E-01            |
| Vcan                  | <b>-1.22</b>                            | <b>2.65E-03</b>     | -0.62                                   | 8.39E-01            |
| Loxl1                 | <b>-1.23</b>                            | <b>2.61E-05</b>     | -0.15                                   | 9.66E-01            |
| Col18a1               | <b>-1.30</b>                            | <b>7.91E-08</b>     | -0.47                                   | 8.31E-01            |
| Has3                  | <b>-1.37</b>                            | <b>1.66E-04</b>     | -1.55                                   | 7.64E-02            |
| Ltbp2                 | <b>-1.55</b>                            | <b>3.41E-06</b>     | -0.67                                   | 8.80E-01            |
| Col1a1                | <b>-1.62</b>                            | <b>1.29E-08</b>     | -0.28                                   | 8.16E-01            |
| Lum                   | <b>-1.72</b>                            | <b>3.68E-02</b>     | -0.74                                   | 8.74E-01            |
| Optc                  | <b>-1.73</b>                            | <b>3.43E-08</b>     | -0.54                                   | 9.01E-01            |
| Fbln2                 | <b>-1.78</b>                            | <b>2.45E-13</b>     | -0.41                                   | 7.71E-01            |
| Mfap4                 | <b>-2.18</b>                            | <b>4.98E-13</b>     | -0.88                                   | 8.22E-01            |
| Col3a1                | <b>-2.80</b>                            | <b>1.28E-06</b>     | -0.58                                   | 8.83E-01            |

\*Significant values in bold

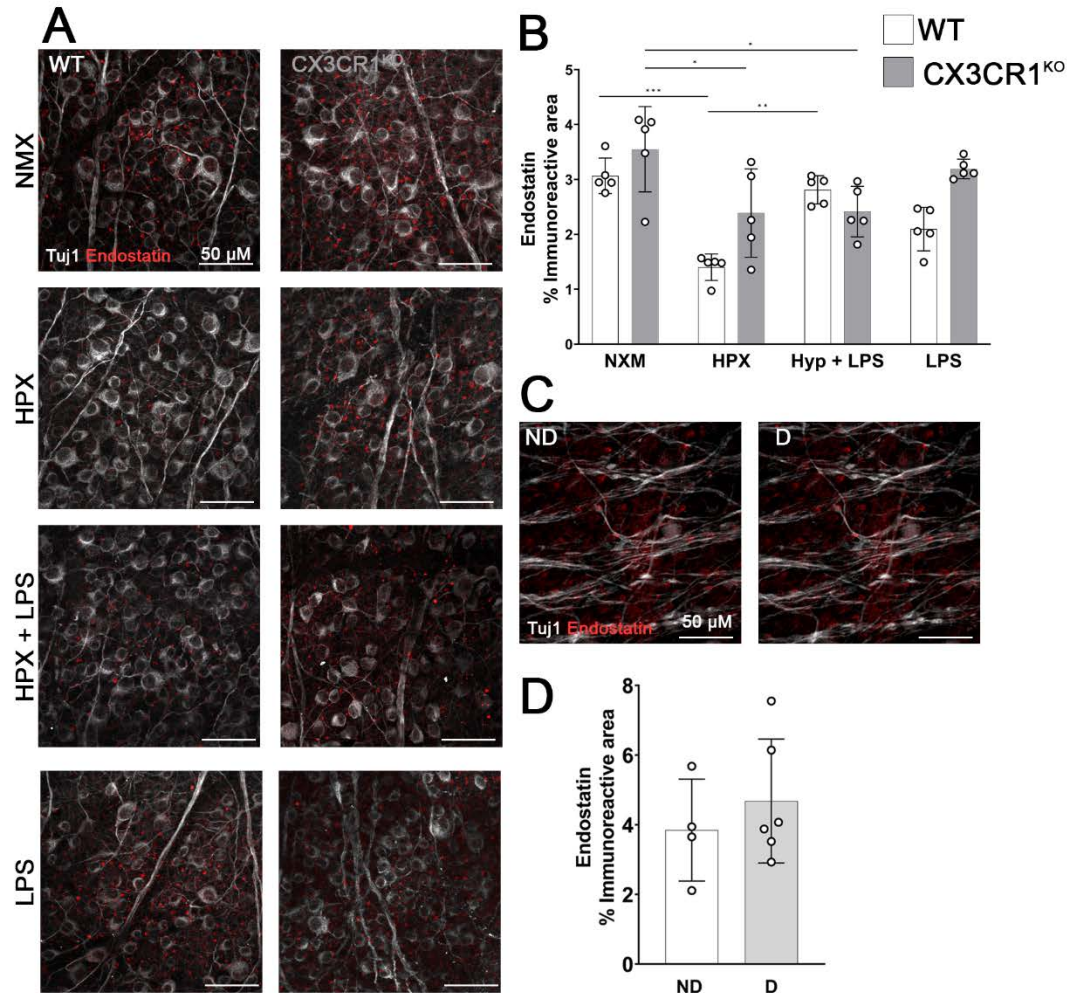

**Supplemental Figure S1.** Endotoxemia reverses hypoxia-induced endostatin reduction in WT but not CX3CR1<sup>KO</sup> tissues. (A) Representative 40x magnification confocal images of mouse retinas stained with RGC axonal marker Tuj1 (white) and endostatin (red). (B) Quantification of endostatin immunoreactive area. Data show mean  $\pm$  SD,  $n = 5$  mice per group, dots indicate average for individual mice. (C) Representative 40x magnification confocal images of human retinas stained with RGC axonal marker Tuj1 (white) and endostatin (red). (D) Quantification of endostatin immunoreactive area. Data show mean  $\pm$  SD,  $n = 5$  mice per group,  $N = 4$  non-diabetic human samples,  $n = 6$  diabetic human samples. Scale bar measures 50  $\mu$ m. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , using two-way ANOVA with multiple comparisons and Tukey's correction.

How the deposited data were processed for this re-analysis (not part of the article)

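RNA was sequenced from retinas of WT and CX3CR1 KO mice under NMX and HPX, in 18 libraries. The authors processed the reads in CLC Genomics Workbench and deposited read counts per gene for each library, split into total, unique, exon and intron reads, without any scaling between libraries. Beside them, the authors deposited TPM values, which their software made from exon reads and exon length. The paper names no genome build, software version, strand setting or mapping settings for these files. Gene positions in the files were checked against an available GRCm38 annotation, where 25600 of the 25655 gene IDs were present but only 551 had the same start and end, so positions were not used in any comparison. Of the genes, 3742 have no exon length and hence no TPM. No reads were realigned here.

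Conditions were taken from the sample titles and treatment labels where they agree, which left 16 libraries. The 2 CX3CR1 KO libraries whose title and label contradict each other were left out of the main comparison and placed by title or by label as alternatives. Libraries were also assigned to set 1 or set 2 by sample sheet number. Because all NMX libraries are in set 1, a difference between sets is part of any comparison of HPX with NMX over both sets, and comparisons within set 1 are free of it. The pairing of libraries by replicate number was checked by correlating the deviations of same-numbered libraries of set 1 from their group means. In WT, r was 0.48, 0.19 and 0.4 for the 3 same-numbered pairs and −0.45 to 0.019 for the others, and no label says what the numbers share. In CX3CR1 KO, r was −0.28 for same-numbered and 0.28 for crossed libraries.

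Total gene reads were normalized by TMM and compared with edgeR 4.0.16 (quasi-likelihood F test) in R 4.3.3, with a group mean for each genotype and condition. Genes passed edgeR's filter at a minimum count of 10 and a minimum total count of 15. The comparisons were HPX against NMX in each genotype, CX3CR1 KO against WT in each condition, and the difference between the 2 responses. All p values across genes were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Gene lists were tested with fry of limma 3.58.1, which rotates residuals, and with its camera as an alternative. Their p values were adjusted over the 3 lists of a comparison, or over all lists where marker genes were tested, and this adjustment was added after the values were seen. TPM values of the collagen genes were compared by exact two-sided permutation tests of the difference in means. Fold changes against a group with no library above 3 reads are given as lower bounds, with each library of that group set at 3 reads. These bounds hold for the observed group means and leave out the spread between libraries. Tables and figures were made with python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The model was tested on simulated counts with known changes, drawn at the levels and depths of the real libraries. In that test, edgeR called 8 unchanged genes and DESeq2 1.42.0 called 42 to 46. Its changed genes were drawn from the better expressed ones, each gene was drawn independently, and no shift between the sets was simulated.

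The genes named in the text follow a rule set before the data were examined. They are the genes the paper names in its text on RNA sequencing, its figures of these data and Supplementary Table S1, Cx3cr1, the genes behind the stained proteins, and for each comparison the 3 genes with the smallest adjusted p in each direction among called genes whose groups do not overlap. The alternatives set at the same time were DESeq2 in place of edgeR, RLE normalization, other filters, unique reads, separate fits, placement by title or label (under DESeq2 also, and by title for each genotype alone), set 1 alone, set as a covariate, the replicate number as a block, another threshold, other scales for TPM, and leaving out each library in turn. Added after the values were seen were the paper's grouping, DESeq2 for each genotype alone on the 16 libraries and with the paper's grouping, a crossed block in CX3CR1 KO, exon reads, and covariates for Y chromosome, lens, and pigment epithelium, ciliary body and fibroblast transcripts. Apart from giving the covariates just named, lists of marker genes were used only in the closing section. They stand for astrocytes, cell cycle, ciliary body and iris, endothelium and pericytes, erythroid cells, fibroblasts and sclera, the glucocorticoid response, the hypoxia response, the interferon response, lens, microglia and macrophages, Muller glia, retinal ganglion cells, retinal pigment epithelium, rods and the Y chromosome. Pathway enrichment, staining and protein data were not analysed here.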

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

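The splits of the WT libraries for the lists, the tests of lens tissue, of the differences between sets, of the ganglion cell and glucocorticoid lists, of single libraries and of the normoxic extracellular matrix list were chosen only after the result was seen.

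Among 29 genes, 56 groups of 5 or 6 libraries could be tested by Dixon's test, none of them for Ighm, whose TPM is 0 throughout. Of these groups, 7 had a library far from the others, where 2.8 are expected by chance. In WT HPX replicate 5, Il11ra2 was 1.96 TPM (0.613 to 1.09 TPM in the other 5) and Fos was 101 TPM (27.9 to 55.2 TPM). In CX3CR1 KO HPX replicate 6, Col1a1 was 4.46 TPM (2.29 to 2.63 TPM in the other 4), Fbln2 was 1.75 TPM (0.802 to 0.929 TPM), Slc31a2 was 295 TPM (184 to 213 TPM) and Crp was 0.95 TPM (0 to 0.176 TPM). All 4 values lie above both CX3CR1 KO NMX libraries (Col1a1 1.67 and 3.35 TPM, Fbln2 0.44 and 1.25 TPM, Slc31a2 120 and 128 TPM, Crp 0.0533 and 0.266 TPM). Of the 84 subsets of 3 CX3CR1 KO libraries, 1 gives the paper's printed normoxic collagen values, and it holds this library, which shows only how the paper grouped it. Hif3a was 2.74 TPM there, against 8.68 to 15.1 TPM in the other HPX libraries of set 2 with agreeing labels and 2.12 and 2.62 TPM in CX3CR1 KO NMX. Cdan1 (58.0 TPM), Zan (4.44 TPM) and Cd74 (2.18 TPM) were nearer to the other CX3CR1 KO HPX libraries (43.2 to 55.1, 2.31 to 4.24 and 1.32 to 1.71 TPM) than to CX3CR1 KO NMX (27.0 and 32.3, 1.06 and 1.29, 9.44 and 5.66 TPM). Cdkn1a (2.07 TPM) was nearer to CX3CR1 KO NMX (3.28 and 3.35 TPM) than to the other CX3CR1 KO HPX libraries (16.2 to 25.9 TPM). Of 714 genes that changed alike in both sets of hypoxic WT libraries, 83.5% lay on the hypoxic side of NMX in CX3CR1 KO HPX replicate 6. This share was 88.4% to 97.2% in the other 4 CX3CR1 KO HPX libraries, and 48.7% and 51.3% in CX3CR1 KO NMX replicates 1 and 2. A mislabelled sample and an unusual hypoxic one cannot be told apart, since no NMX library of set 2 shows what the set alone gives. Cx3cr1 was 0.871 TPM in CX3CR1 KO HPX replicate 5 and 0.0441 to 0.104 TPM in the other 4. No explanation for this value or for WT HPX replicate 5 was tested.

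The extracellular matrix list responded differently in the 2 genotypes, with a median difference of 0.83 (0.8276) on the log2 scale. Its p from limma's fry was 0.0477 unadjusted and 0.143 adjusted over the 3 lists, so chance stays open. The list was also lower in normoxic CX3CR1 KO than WT retinas in all 14 genes, but with an adjusted p = 0.332 over all lists tested. The study picked these genes for their fall from the same WT NMX libraries, which favours both differences. With the marker score for pigment epithelium, ciliary body and fibroblast tissue in the model the median in normoxia was −0.91 (adjusted p = 0.102), so such tissue stays open as a cause of the normoxic difference. CX3CR1 KO NMX replicate 2 had the lowest level of the 18 libraries for 11 of 27 such marker genes outside the list, where 1.5 are expected by chance, for 9 of the 14 listed genes and for 0 of 8 rod genes. Less of this tissue in that library may therefore explain its low collagen. The median difference between genotypes was 0.12 without that library, and an effect of genotype stays open and untested beyond these 2 normoxic libraries.

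The lower extracellular matrix genes in hypoxic WT retinas had a median log2 fold change of −1.128 with the marker score for pigment epithelium, ciliary body and fibroblasts in the model, and of −1.439 within set 1. The second value argues against the set as the whole cause. The first argues only against the averaged score as the whole cause. An average over several tissues cannot exclude a change in 1 of them, so tissue from outside the retina stays open. Of the 84 splits of the 9 WT libraries into 3 and 6, 1 gave a p as small for this list, the real one, and the same count of 1 was found for the adaptive response list and for the apoptosis list. Since the study picked the lists on the real split of these libraries, these counts are no independent evidence, and the response to hypoxia remains a hypothesis for them.

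Between the sets of hypoxic WT libraries 6985 genes differed by edgeR's test at an adjusted p under 0.05, and 4697 of these were also called, in the same direction, between the sets of hypoxic CX3CR1 KO libraries. On exon reads alone 6802 genes differed in WT, which argues against intron reads as the whole cause, and with the pigment epithelium, ciliary body and fibroblast score 4564 differed. A weaker response to hypoxia in set 2 leaves at most the response of set 1 as the difference between the sets, and as the whole cause it is argued against by fewer genes differing between set 1 and NMX, with 3478 against 6985 in WT and 1462 against 6790 in CX3CR1 KO. This held on exon reads (3010 against 6802 and 1399 against 6598) and with the score (3805 against 4564 and 302 against 3876). A weaker response as a part of the cause stays open, since of the responding genes 70.5% for WT and 96.3% for CX3CR1 KO moved back toward NMX in set 2 of the other genotype, against 60.1% and 74.9% of all genes. Sequencing batch and sampling date stay open, because the labels name neither of them. The labels give the same oxygen level and duration for the hypoxic libraries with agreeing labels in both sets. Severity of hypoxia in the tissue stays open, because the labels do not report it.

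Lens transcripts, which the paper does not discuss, reached 14100 TPM of Cryaa in CX3CR1 KO NMX replicate 1, against 33.6 TPM in the lowest library. All 13 lens genes had a range over 10-fold across the 18 libraries, with a median of 373-fold, while 0 of 8 rod genes did, with a median of 1.58-fold. Lens tissue in some of the dissected retinas is a candidate explanation that these 13 genes fit, and no biological explanation was tested.

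The retinal ganglion cell list was lower in hypoxic WT retinas, with a median log2 fold change of −0.449 (−0.45), 7 of 8 genes lower and an adjusted p = 0.00819 over the lists from limma's fry. The glucocorticoid response list was higher, with a median of 1.01, 10 of 10 genes higher and an adjusted p = 0.0275. In CX3CR1 KO retinas the medians were −0.36 and 0.75, with adjusted p of 0.0924 and 0.222. Within set 1 the WT medians were −0.53 and 0.797, which argues against the set as the whole cause. The paper's NeuN staining of hypoxic and normoxic WT retinas found no significant loss of ganglion cells. Fewer of these cells, lower transcription in them and a stress response of the mice may each contribute, and none was tested here on these libraries. Of the glucocorticoid list, 2 genes are also in Supplementary Table S1.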

How the results depend on the processing

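The alternatives named as added in the processing summary, and the tests reported here on subsets of libraries, were chosen after the values were seen, except the tests of equal numbers of libraries, of sets and of the 84 splits. Counts below are of genes with an adjusted p under 0.05. Across the alternatives set beforehand, 665 of 799 values of 29 genes named in the text kept their direction and side of the threshold, 88 became significant, 18 lost significance and 28 changed sign. Across the added ones these were 374 of 449, 40, 17 and 18. Of 976 such values with 1 library left out, 889 stayed, 10 became significant, 52 lost significance, 14 without a test moved and 11 changed sign. Of the counts of genes, 40 of 99 stayed within 1.5 times across the alternatives set beforehand, 48 rose and 11 fell, which were 19 of 52, 29 and 4 across the added ones and 72 of 104, 8 and 24 with 1 library left out, where the genes higher and those lower in WT each fell in 7 of 16 fits. Of the list values, by their unadjusted p as set at first, 50 of 54, 31 of 36 and 128 of 144 stayed in these 3 series, 3, 3 and 11 lost significance (the 11 are all the extracellular matrix difference between genotypes), 1, 2 and 4 changed sign and 0, 0 and 1 moved. Of the collagen TPM values, 63 of 72, 9 of 12 and 81 of 96 stayed, 1, 1 and 2 lost significance, 8, 2 and 8 changed sign and 0, 0 and 5 moved. Where a value changed below, the cause was not tested unless one is given. RLE normalization changed no call of a gene named in the passages or listed in Supplementary Table S1. The Xist covariate was not run, because the files list no Xist, and Y chromosome genes were used in its place.

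With an absolute log2 fold change above 1, 73 genes were higher and 27 lower in WT and 1 was higher in CX3CR1 KO. DESeq2 gave 777 higher and 488 lower in WT, 188 and 106 in CX3CR1 KO, 8 between genotypes in NMX, 15 in HPX and 2 for the difference in response. Without a filter beyond a nonzero total, with more genes tested, WT gave 158 and 126, and genotypes in NMX gave 0. With at least 10 counts in every library, genotypes in NMX gave 2, and with unique reads 2. Separate fits gave 735 and 417 in WT, 0 higher in CX3CR1 KO and 3 between genotypes in NMX, where 805 genes had an unadjusted p under 0.05 in CX3CR1 KO.

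Placement of the 2 conflicting libraries by title gave 57 higher and 35 lower in CX3CR1 KO and 3 between genotypes in NMX, with CX3CR1 KO log2 fold changes of −0.0487 for Col1a1 and −0.15 for Crp, and Col1a1 differed by 0.661 TPM between genotypes in HPX (exact p 0.0519). By treatment label, WT gave 55 and 59, CX3CR1 KO 0 higher (784 at an unadjusted p under 0.05) and genotypes in NMX 2. In CX3CR1 KO, Il2rb was then −0.23, Fos −0.29 (difference between genotypes −0.76), Col3a1 0.22, the adaptive list −0.0621 and the apoptosis list 0.64 in median, neither of them significant any more, and Col3a1 differed by 0.177 TPM. DESeq2 by title gave 864 and 508 in WT, 555 and 233 in CX3CR1 KO, 16 in NMX, 18 in HPX and 3 for the difference, with Col1a1 at −0.0355 and Crp at −0.14 in CX3CR1 KO. DESeq2 by label gave 529 and 368 in WT, 1 higher in CX3CR1 KO, 8 in NMX, 41 in HPX and 3 for the difference, with Il2rb −0.23, Fos −0.28 (difference −0.76) and Col3a1 0.25 in CX3CR1 KO. DESeq2 by title for each genotype alone gave 1492 and 959 in WT and 152 and 65 in CX3CR1 KO, with Col1a1 −0.0344 and Crp −0.14.

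Set 1 alone gave 2344 and 2566 in WT, 1037 and 1573 in CX3CR1 KO, 10 in NMX and 13 in HPX. Hif1a was −0.0553 in WT. In CX3CR1 KO, Il2rb was −0.0459, Col3a1 0.21, Fbln2 −0.0471 and Crp −0.91, and TPM differed by −0.0497 for Col1a1 and 0.0829 for Col3a1, and by 0.494 for Col18a1 between genotypes in HPX. The difference between genotypes had a median of 1.17 for the extracellular matrix list and 0.00 (0.0039) for the apoptosis list. Set as a covariate gave 1422 and 1865 in WT, 792 and 1450 in CX3CR1 KO, 4 in NMX and 1 in HPX, with Hif1a −0.019 in WT and Col3a1 0.48, Fbln2 −0.10 and Crp −0.64 in CX3CR1 KO.

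The replicate number as a block, pairing libraries of set 1, gave 1813 and 2115 in WT and 746 and 1081 in CX3CR1 KO. With this block Hif1a was −0.0578 in WT, and in CX3CR1 KO Il2rb was −0.0656, Col3a1 0.68, Col18a1 0.35 and Crp −0.91. Medians with the paired block were −1.49 for the extracellular matrix list in WT, 0.38 for it in CX3CR1 KO and 1.86 for its difference, −0.77 for the adaptive list in CX3CR1 KO and 0.11 for the difference of the apoptosis list. The block added calls of Il1f9 and Cdkn1a in WT, of Fos, Cdkn1a and Cd74 in CX3CR1 KO and of Gfap in both. By adjusted p it lost the extracellular matrix list in WT and the adaptive list in CX3CR1 KO. Among the genes of Supplementary Table S1 with an FDR under 0.05 in the paper, it gave 24 of 41 calls in WT (15 without the block), with Hp lost, and 5 of 10 in CX3CR1 KO (0 without it, where 9 had an unadjusted p under 0.05). With the numbers crossed in CX3CR1 KO, the block gave 1168 higher and 1591 lower there.

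The paper's grouping gave 29 and 45 in CX3CR1 KO and 0 in NMX, with CX3CR1 KO values of 0.0415 for Hif1a, −0.28 for Col1a1, −0.41 for Fbln2 and −1.291 for Crp, and −0.755 TPM for Col1a1, and differences between genotypes in HPX of 0.313 TPM for Col1a1 (exact p 0.0823) and −0.0056 TPM for Col3a1. DESeq2 with that grouping gave 694 and 475 in WT, 239 and 257 in CX3CR1 KO, 28 in NMX and 26 in HPX, with Hif1a 0.05 (0.0456), Col1a1 −0.28, Fbln2 −0.42 (−0.415) and Crp −1.30. DESeq2 with it for each genotype alone gave 1492 and 959 in WT and 105 and 96 in CX3CR1 KO, with Hif1a 0.0465, Col1a1 −0.28, Fbln2 −0.41 and Crp −1.30. DESeq2 on the 16 libraries for each genotype alone gave 1492 and 959 in WT and 26 and 9 in CX3CR1 KO. Exon reads gave 120 lower in WT, 5 higher in CX3CR1 KO and 0 in NMX. The Y chromosome covariate gave 0 higher in CX3CR1 KO (1232 at an unadjusted p under 0.05), 6 in NMX and 1 for the difference, with the Fas difference at 0.15 and CX3CR1 KO values of 2.04 for Col3a1, 1.26 for Col18a1 and −0.98 for Crp. The lens covariate gave 2 in NMX. The pigment epithelium, ciliary body and fibroblast covariate gave 520 and 523 in WT, 36 and 27 in CX3CR1 KO, 4 in NMX, 1 in HPX and 1 for the difference, with the Il1f9 difference at −2.33 and Col3a1 at 0.036 in CX3CR1 KO. As log2(TPM + 1), the CX3CR1 KO difference was 0.03 (0.0276) for Col3a1 and 0.01 (0.00519) for Col18a1, and as log2(TPM + 0.1) it was 0.23 and 0.0221.

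Across the fits that each left out 1 library, genes higher in WT ran from 9 (without WT NMX replicate 1) to 629 (without CX3CR1 KO HPX replicate 6) and genes lower in WT from 5 to 536, without the same libraries. Genes higher in CX3CR1 KO ran from 2 to 16, lower in CX3CR1 KO from 0 to 6 and between genotypes in NMX from 0 to 3, the highest each without CX3CR1 KO HPX replicate 6. The CX3CR1 KO log2 fold change of Crp ran from −0.74 (without CX3CR1 KO HPX replicate 6) to 1.19 (without CX3CR1 KO NMX replicate 2). The next ranges lie between the fits without CX3CR1 KO NMX replicate 2 and without CX3CR1 KO NMX replicate 1. They are −1.46 to 0.11 for the Fas difference, −0.37 to 0.65 for Col1a1, −1.05 to 2.11 for Col3a1, −1.33 to 1.31 for Col18a1 and −0.44 to 1.02 for Fbln2 in CX3CR1 KO, −0.0247 to 2.62 for the Col18a1 difference, −1.224 to 2.10 for the extracellular matrix list in CX3CR1 KO, 0.12 to 3.30 for its difference and −0.49 to 0.11 for the apoptosis difference. In TPM, CX3CR1 KO differences ran from −0.465 to 1.21 for Col1a1, −0.937 to 0.787 for Col3a1 and −44.5 to 20.3 for Col18a1. For Col18a1 in NMX, CX3CR1 KO against WT ran from −70.9 to −6.14. In HPX, CX3CR1 KO against WT ran from 0.399 to 0.941 for Col1a1 (without CX3CR1 KO HPX replicate 6 and replicate 1, exact p 0.0159 to 0.0571 over the 11 fits) and from −5.22 to 0.509 for Col18a1 (without replicate 6 and replicate 5). The WT difference of Col1a1 ran from −5.15 (without WT NMX replicate 3) to −2.67 (without WT NMX replicate 1), with an exact p of 0.0714, the smallest possible with 2 NMX libraries.

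The higher count in WT than in CX3CR1 KO retinas changed with the libraries used. With 2 NMX and 5 HPX libraries of WT, 12 of 18 subsets gave no more calls than CX3CR1 KO (1 to 58 calls, median 1, against 2 to 3 in CX3CR1 KO). Within set 1, 1 of 9 subsets of 2 and 2 WT libraries did (1691 to 3916 calls against 1281 to 2750). On simulated counts without a shift between sets, edgeR found 65 of 100 changes of 1 on the log2 scale in WT and 59 in CX3CR1 KO. These values point apart, so the parts of fewer CX3CR1 KO libraries and of the set cannot be told apart. The count of 439 in WT was reached by 3 of the 84 splits of the 9 WT libraries. The other 2 set WT HPX 4 to 6 (2316 calls) or WT HPX 1 to 3 (1517 calls) against the rest. Only the split of WT HPX 4 to 6 follows the sets. That of WT HPX 1 to 3 has NMX libraries of set 1 and HPX libraries of set 2 together on its other side. Of the 8 splits that part the 3 pairs, 2 reached the count of 439. Within set 1, 1 of 10 splits reached the real count, the real one, and 10 splits cannot give a smaller share. All 4 Y chromosome genes were in each of the 9 WT libraries over 10 times the level of the 2 CX3CR1 KO libraries where they are near absent, which argues against libraries of female mice alone in WT. These genes as a covariate left 353 calls, but with no such library in WT this does not test sex. The paper counts its sequenced groups in animals, 3 control and 6 hypoxic per genotype. With 1 mouse per library, the Y chromosome levels argue against sex as a cause of the WT calls. No label excludes libraries pooled from both sexes. Between genotypes in HPX, 0 genes were called and 846 had an unadjusted p under 0.05, a count that 34 of 100 drawn splits of the 11 hypoxic libraries reached, the real one included. Splits that follow the sets inflate this share, and 1 of them gave 8799 calls. Of 100 drawn from the 200 splits with the sets spread as in the real one, 8 reached 846. With set as a covariate 2517 genes had an unadjusted p under 0.05 (1 called), a count that 4 of these 100 reached, which argues against an arbitrary split as the whole cause there and names no cause. Within set 1 it was 3293 genes (13 called).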

Differences from the paper's values

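For genes higher in hypoxic WT retinas the paper gives 975 and for genes lower in hypoxic WT retinas 1516, where 245 and 194 were found here. For the higher genes, DESeq2 (777), separate fits (735), DESeq2 with placement by title (864) and set as a covariate (1422) came within 1.5 times the paper's count, and for the lower genes set as a covariate (1865) and the replicate block (2115). The other alternatives set before the data were examined left both gaps open. DESeq2 with placement by title for each genotype alone gave 1492 higher and 959 lower, which on exchange of the directions is 959 and 1492 against the paper's 975 and 1516. DESeq2 with the paper's grouping, chosen after seeing the values, gave 694 higher. For CX3CR1 KO retinas the paper gives 105 higher and 114 lower, against 2 and 0 here. DESeq2 with placement by title for each genotype alone gave 152 higher and DESeq2 gave 106 lower, and no other alternative set before closed either gap. DESeq2 with the paper's grouping for each genotype alone, chosen after seeing the values, gave 105 and 96.

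Of 86 log2 fold changes compared, 7 differ, all in CX3CR1 KO retinas, and the median absolute difference is 0.083. A gap counts as closed where the sign is the paper's and the distance lies within the spread of the libraries, which does not make the values equal. For Ccl17 the paper has 2.15 and the value here is 1.53. Placement by title (2.28), DESeq2 with placement by title (2.32, both together and per genotype) and the fits without CX3CR1 KO NMX replicate 2 (2.28) or CX3CR1 KO HPX replicate 1, 2 or 6 (1.71, 1.82 and 1.83) closed the gap, and the others set before did not. For Hif1a the paper has 0.05 against −0.19 here, and none of the alternatives set before the data were examined closed the gap. For Il1f9 the paper has −0.12 against −1.628 here, and placement by label (−0.12), DESeq2 with it (−0.11), set 1 alone (−0.33), set as a covariate (−0.41) and the replicate block (−0.28) closed it, while the others did not. For Crp the paper's table has −1.18 against 0.08 here. Placement by title (−0.15), DESeq2 with it (−0.14, also per genotype), set 1 alone (−0.91), set as a covariate (−0.64), the replicate block (−0.91) and the fits without CX3CR1 KO NMX replicate 1 (−0.50) or CX3CR1 KO HPX replicate 6 (−0.74) closed it, and the others did not.

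For Cd74 the paper's table has −1.41 against −2.35 here, and placement by label (−1.58, and −1.57 with DESeq2) closed the gap, alone among the alternatives set before. For Col1a1 it has −0.28 against 0.0334, closed by placement by title (−0.05), DESeq2 with it (−0.04, and −0.03 per genotype) and the fits without CX3CR1 KO NMX replicate 2 (−0.37) or CX3CR1 KO HPX replicate 6 (−0.08), and by no other. For Fbln2 it has −0.41 against 0.0938, closed by set 1 alone (−0.05), set as a covariate (−0.10) and the fits without CX3CR1 KO NMX replicate 2 (−0.44) or CX3CR1 KO HPX replicate 6 (−0.09), and by no other. DESeq2 with the paper's grouping for each genotype alone, chosen after seeing the values, gave 2.15 for Ccl17, 0.05 for Hif1a, −0.11 for Il1f9, −1.30 for Crp, −1.50 for Cd74, −0.28 for Col1a1 and −0.41 for Fbln2. Under it, the values that the paper's table gives in its adaptive response list for Crp, Sla2, Cd74 and Col3a1 in WT match, at 2 decimals, those computed for Ighm, Crp, Sla2 and Cd74. In CX3CR1 KO the table gives −1.18, −1.30, −1.41 and −1.50 for the former genes, against −1.18, −1.30, −1.42 and −1.50 computed for the latter. The gaps given above for Crp and Cd74 in CX3CR1 KO may therefore compare values of different genes. All 6 mean collagen TPM values compared lie within the errors.

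Supplementary Table S1 gives an FDR under 0.05 to 41 genes in WT and 10 in CX3CR1 KO, of which 15 and 0 were called here (9 of the 10 at an unadjusted p under 0.05). Over the alternatives set before, 3 (placement by label) to 41 (DESeq2 with placement by title for each genotype alone) were called in WT and 0 to 8 (set 1 alone) in CX3CR1 KO. DESeq2 with the paper's grouping for each genotype alone, chosen after seeing the values, called all 41 and all 10. Among these genes are Ccl17, Il2rb, Il1f9 and Il11ra2 in WT, and here their adjusted p was 0.155, 0.0968, 0.216 and 0.25. Ccl17 and Il2rb were called by DESeq2, alone and with placement by title, Il2rb and Il1f9 in set 1 alone, and Il1f9 with set as a covariate and with the replicate block. All 4 were called by DESeq2 for each genotype alone, on the 16 libraries and with the paper's grouping (both chosen after seeing the values) and with placement by title. In CX3CR1 KO they include Il11ra2 and Fos, and here their adjusted p was 0.166 and 0.214. Both were called by DESeq2, by DESeq2 with placement by title, in set 1 alone and by DESeq2 with the paper's grouping, chosen after seeing the values (for Fos also under edgeR), Il11ra2 also with set as a covariate, and Fos also with the replicate block and by DESeq2 with placement by title for each genotype alone. The paper lists Col18a1 among the lowered genes in WT, where its adjusted p here was 0.0903 and 11 of 22 alternatives called it, all the DESeq2 fits and separate fits among them. The paper describes lower adaptive response genes as absent from CX3CR1 KO retinas, though its table prints negative values for them there. Here 0 of the 7 genes of that list tested were called, and 6 were lower, with a median of −0.63. The list result was lost with paired blocks, with set as a covariate and with placement by treatment label. The paper also reports lower normoxic collagen TPM in CX3CR1 KO than WT retinas as significant. The exact permutation p here was 0.2, 0.2 and 0.4 for 3 against 2 libraries, with 0.2 the smallest possible.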

Other observations

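The tests on Y chromosome genes and on marker lists were chosen only after the results were seen. Y chromosome transcripts were near absent in CX3CR1 KO NMX replicate 1 and in the library titled CX3CR1 KO NMX replicate 3. In these 2 libraries Ddx3y was at most 1.74 TPM, Eif2s3y 3.64, Kdm5d 0.462 and Uty 0.353 TPM, against at least 32, 44.7, 11.4 and 8.77 TPM in the other 16. All 4 genes were at least 10-fold below the lowest of the other libraries, and female mice are a candidate explanation, since the paper used both sexes.

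Gfap (ENSMUSG00000020932), the gene behind the stained GFAP, had a log2 fold change of 1.28 (SE 0.682, adjusted p from edgeR = 0.338) in WT and 1.11 (SE 0.812, adjusted p = 0.681) in CX3CR1 KO. It rose from 17.8 ± 2.26 to 44.8 ± 35.3 TPM in WT (SD, n = 3 and 6) and from 13.0 ± 3.99 to 28.7 ± 13 TPM in CX3CR1 KO (SD, n = 2 and 5). The rise in WT lay in set 1, where the HPX libraries had 49.6 to 94.1 TPM, while those of set 2 had 13.1 to 18 TPM. Within set 1 the log2 fold change was 2.04 in WT and 1.81 in CX3CR1 KO, with adjusted p of 0.000492 and 0.00489, and over 22 alternatives the adjusted p ran up to 0.38 in WT and 1 in CX3CR1 KO, with 3 calls in each. The fold change of Cx3cl1 (ENSMUSG00000031778), the gene for fractalkine, was lower in CX3CR1 KO than in WT without passing the threshold (adjusted p = 0.862 from edgeR), with TPM of 34.4 ± 2.24 and 60.1 ± 11.9 in WT NMX and HPX and 69.7 ± 6.18 and 60.3 ± 8.62 in CX3CR1 KO. Over 18 alternatives its adjusted p ran from 0.000846 to 1, with 3 calls.

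Medians of the other marker lists for hypoxic against normoxic WT retinas, with p from limma's fry adjusted over the lists, were 0.32 for astrocytes (adjusted p = 0.633), 0.17 for the cell cycle (adjusted p = 0.864, 8 of 10 genes tested), −0.37 for ciliary body and iris (adjusted p = 0.633), −0.10 for endothelium and pericytes (adjusted p = 0.862) and −0.47 for erythroid cells (adjusted p = 0.652). They were −0.27 for the interferon response (adjusted p = 0.798), −0.999 for lens (adjusted p = 0.909), 0.06 for microglia and macrophages (adjusted p = 0.652) and −0.28 for Muller glia (adjusted p = 0.042, 7 of 9 lower). For retinal pigment epithelium the median was −0.56 (adjusted p = 0.633), for rods −0.06 (adjusted p = 0.592) and for the Y chromosome 0.06 (adjusted p = 0.864). For fibroblasts and sclera it was −0.95 (adjusted p = 0.052, 10 of 10 lower), and −0.71 for the 6 genes outside Supplementary Table S1 (adjusted p = 0.443). That table holds 4 of the fibroblast genes, 1 of the ciliary and 1 of the interferon genes, and 1 astrocyte gene and 1 fibroblast gene are in another list.

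The list of 17 hypoxia response genes had a median of −0.05 in WT over both sets (adjusted p = 0.798 from limma's fry), with 6 higher. Within set 1 it was 0.25 with 14 higher (adjusted p = 0.0199), and WT HPX libraries of set 2 lay below those of set 1 by a median of −0.60, with 17 of 17 lower. In the same comparison of sets, 10 of 10 genes for microglia and macrophages, 10 of 10 for the interferon response and 12 of 12 for retinal pigment epithelium were lower in set 2. The first principal component of the 5000 genes used held 45.9% of the variance and separated the sets.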
